# Chromatin changes in *Anopheles gambiae* induced by *Plasmodium falciparum* infection

**DOI:** 10.1186/s13072-018-0250-9

**Published:** 2019-01-07

**Authors:** José L. Ruiz, Rakiswendé S. Yerbanga, Thierry Lefèvre, Jean B. Ouedraogo, Victor G. Corces, Elena Gómez-Díaz

**Keywords:** Human malaria, Mosquitoes, Histone modifications, Gene regulation, ChIP-seq, RNA-seq, Transcriptome, Epigenome

## Abstract

**Background:**

Infection by the human malaria parasite leads to important changes in mosquito phenotypic traits related to vector competence. However, we still lack a clear understanding of the underlying mechanisms and, in particular, of the epigenetic basis for these changes. We have examined genome-wide distribution maps of H3K27ac, H3K9ac, H3K9me3 and H3K4me3 by ChIP-seq and the transcriptome by RNA-seq, of midguts from *Anopheles gambiae* mosquitoes blood-fed uninfected and infected with natural isolates of the human malaria parasite *Plasmodium falciparum* in Burkina Faso.

**Results:**

We report 15,916 regions containing differential histone modification enrichment between infected and uninfected, of which 8339 locate at promoters and/or intersect with genes. The functional annotation of these regions allowed us to identify infection-responsive genes showing differential enrichment in various histone modifications, such as CLIP proteases, antimicrobial peptides-encoding genes, and genes related to melanization responses and the complement system. Further, the motif analysis of regions differentially enriched in various histone modifications predicts binding sites that might be involved in the cis-regulation of these regions, such as Deaf1, Pangolin and Dorsal transcription factors (TFs). Some of these TFs are known to regulate immunity gene expression in *Drosophila* and are involved in the Notch and JAK/STAT signaling pathways.

**Conclusions:**

The analysis of malaria infection-induced chromatin changes in mosquitoes is important not only to identify regulatory elements and genes underlying mosquito responses to *P. falciparum* infection, but also for possible applications to the genetic manipulation of mosquitoes and to other mosquito-borne systems.

**Electronic supplementary material:**

The online version of this article (10.1186/s13072-018-0250-9) contains supplementary material, which is available to authorized users.

## Background

Mosquitoes are the most medically important arthropod vectors of disease. Among mosquito-borne diseases, malaria, caused by protozoan parasites of the genus *Plasmodium*, is the deadliest. The human malaria parasite *P. falciparum* is the most prevalent agent in Africa, and it is responsible for at least 200 million acute cases worldwide and around half a million deaths each year [1]. It is transmitted by *Anopheles* mosquitoes, *A. gambiae* being the main vector. At the molecular level, *P. falciparum* infection induces drastic and rapid changes in gene expression in mosquito tissues that relate to functions involved in immunity, development, physiology and reproduction [2]. The immune response during infection is the best characterized of these pathways and mostly occurs in the midgut of infected mosquitoes. This involves, among others, the activation of genes related to epithelial nitration responses, melanization and the complement-like system [3–5]. Furthermore, infection in mosquitoes impacts epidemiologically important life-history traits such as vector competence, i.e., the ability of the mosquito to acquire, maintain and transmit the parasite, and to prime subsequent infections [6–8]. There is substantial variability in the responses of the mosquito to *P. falciparum* infection that depends on both genetic and environmental contexts [9, 10]. However, the mechanisms that regulate phenotypic responses to infection in mosquitoes, and that might mediate memory of the malaria infection phenotype, are little understood.

Chromatin-associated processes participate in the regulation of gene expression during development as well as in the differentiated tissues of the adult organism. These processes are sensitive to environmental stimuli and they are more or less transitory and can potentially be inherited, allowing living organisms and individual cells to continuously integrate internal and external inputs and to mediate responses through gene regulation [11, 12]. Among these, post-translational modifications of histones (hPTMs) impact the structure and/or function of chromatin, with different histone marks yielding distinct functional consequences [13]. For example, in *Drosophila*, as in other organisms, H3K27ac, H3K9ac and H3K4me3 are linked to gene activation and localize at promoters, whereas H3K9me3 is associated with silencing and occupies broader regions [14]. Various combinations of active and repressive histone modifications define chromatin states that are linked to gene function [15–17]. These modifications can remain during cell division, leaving a record of gene activity, i.e., epigenetic memory, that affects or primes the transcriptional response later in life [12, 18–24]. In mosquitoes, despite their relevance to human health, there is very little knowledge of chromatin regulation and its link to mosquito immunity, physiology and behavior [25]. In a previous study, we characterized genome-wide occupancy patterns of various histone modifications and established a link between hPTMs and gene expression profiles in midguts and salivary glands of the human malaria vector *A. gambiae* [26]. In addition, recent reports revealed the role of various transcription factors, such as REL2, lola and Deaf1, in *A. gambiae* immune defenses [27, 28]. These findings have set the stage for additional studies aimed at understanding how the chromatin landscape is altered in *P. falciparum*-infected mosquito tissues and what are the molecular players involved in these malaria-induced responses.

Available data on the phenotypic and transcriptional responses of mosquitoes to infection by *Plasmodium* are built on the use of mosquito–parasite combinations that in most cases differ from those found in nature. In these studies, infections often take place under standard laboratory conditions, using laboratory-adapted parasite clones and commercially available laboratory mosquito strains. Such experiments are useful to distinguish the contribution of parasite and mosquito genetic factors and also the influence of various environmental variables on the infection output, but they may not reflect the complexity of interactions that take place in natural conditions [29]. In this context, field-based studies are critical as they offer the advantage of allowing a more realistic picture of the molecular interactions in the context of natural transmission.

In this study, we aim to provide a comprehensive understanding of the chromatin and the transcriptional responses induced by *P. falciparum* infection of *A. gambiae* in the conditions found in a malaria endemic area in Africa. For this purpose, we compared genome-wide maps of histone modification profiles in infected and control mosquito tissues to identify chromatin state transitions associated with infection and examined the expression pattern of genes that annotate to regions containing differential histone modifications using the natural association between the mosquito *A. gambiae* and natural field isolates of the human malaria parasite *P. falciparum* in Burkina Faso. Motif enrichment analysis at these regulatory regions allowed us to predict the binding sites of several transcription factors, some of which have been shown to be involved in mosquito immune responses by previous studies.

## Results

### Chromatin states in malaria-infected mosquitoes

*Anopheles gambiae* were fed with blood obtained from malaria-infected human volunteers in Burkina Faso. Midguts from infected and uninfected (blood-fed uninfected) female mosquitoes were dissected and pooled separately for each condition (Additional file 1: Table S1). On the pooled samples, we carried out RNA-seq and ChIP-seq using antibodies to several histone modifications: H3K9ac, H3K27ac, H3K4me3 and H3K9me3 (Additional file 2: Table S2). 

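Midguts were dissected on day 7 after the blood meal from *A. gambiae* females infected with *P. falciparum* and from blood-fed uninfected controls, and 2 infections were pooled within each condition. Chromatin from each pool was immunoprecipitated with antibodies to H3K9ac, H3K27ac and H3K4me3, which are linked to gene activation, and to H3K9me3, which is linked to silencing. The data hold 1 library for each of the 4 marks in each of the 2 conditions, plus 1 input library per condition, which was sequenced without immunoprecipitation. With these 10 libraries there are no replicates, so no difference between infected and control mosquitoes could be tested. Values given after ± are 95% counting intervals, computed from fragments (read pairs), and they cover counting error only, not variation between mosquitoes, pools or preparations. The paper describes the tissue as midgut, whereas the submitters' labels name midgut as the source and salivary glands beside it in another field; midgut is used here. The authors aligned the reads to the PEST assembly, removed duplicates and alignments with a mapping quality under 10, and counted the reads over each of 13624 genes together with the 2 kb upstream of it. They deposited these counts with the RPKM (reads per kilobase of region, scaled by the reads of the library) and the ratios to input. The reads behind the RPKM were 26.5 M in infected and 9.16 M in control mosquitoes for H3K9ac, 43.3 M and 18.1 M for H3K27ac, 55.6 M and 12.2 M for H3K4me3, 69.2 M and 9.04 M for H3K9me3, and 71.6 M and 11.4 M for input. The median H3K9me3 count per gene was 908 in infected and 104 in control mosquitoes, so ratios of this mark are the least precise. Enrichment was computed from the deposited RPKM as log2((ChIP + 0.1) / (input + 0.1)) within each condition, for the 12910 genes with an input RPKM of at least 1 in both conditions. The infected to control ratio of a gene is the difference of its log2 enrichment values, and genes past 1.5-fold in either direction are called higher or lower in infected mosquitoes, which is a rule of size and not a test. The regions of 8129 genes (59.7%) overlap the region of another gene, and their shared reads count for each of them. Coordinates are those of the authors' gene regions, with the upstream part included. RNA-seq was not analysed here, and the mRNA values that stand beside the histone data are the paper's.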

Regions enriched in these histone modifications identified by MACS2 [30] are listed in Additional file 3: Table S3. 

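Genes kept nearly the same order of enrichment in infected and control mosquitoes for every mark. Spearman's rho between the conditions, taken across genes, which are not independent replicates, was 0.977 for H3K27ac, 0.963 for H3K4me3, 0.947 for H3K9me3 and 0.907 for H3K9ac. For the RPKM of the input libraries alone it was 0.743. H3K4me3 lay within 1.5-fold between conditions at 97.5% of genes, H3K9ac at 12270 of the 12910 genes, H3K27ac at 88.8% and H3K9me3 at 86.0%. On the chromosome arms, the median infected to control log2 ratio of H3K27ac ran from −0.23 on 2R to −0.19 on 3R, and without division by input from −0.09 on X to 0.01 on 2L. The median of H3K9ac was 0.03 on chromosome X, against −0.07 on 2R and −0.06 on 3R, and without division by input 0.19 on X, 0.18 on 2R and 0.13 on 3R. The marks also stood in similar relation to each other within each condition. H3K9ac and H3K27ac were high at the same genes, with a rho of 0.670 in infected and 0.651 in control mosquitoes. H3K27ac and H3K9me3 were high at different genes (rho −0.469 and −0.345), and H3K4me3 was nearly unrelated to H3K9me3 (rho 0.0609 and 0.121). Both marks of a pair were divided by the same input, and these relations were not computed without that division.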

We found similar numbers of peaks in the infected and uninfected mosquitoes and a high correlation in the ChIP-seq profiles (Additional file 4: Figure S1A), indicating that histone modification profiles are comparable between the two conditions. Based on this result, we focus particularly on characterizing functional chromatin states in the infected condition, and the results for the uninfected are given in supplemental material (Additional file 4: Figures S1, S2).

ChIP-seq peaks annotated to genomic features are shown in Fig. 1a and Additional file 4: Figure S1B. Results show that most ChIP-seq peaks correspond to H3K9me3-marked regions (37,343), followed by H3K27ac (35,217), H3K4me3 (19,945) and H3K9ac (6131) (Additional file 3: Table S3). The analysis of ChIP-seq peaks with respect to genomic features shows that upstream regions significantly enriched in histone modifications are mostly located in a 2 Kb window from the translation start codon (ATG) of *A. gambiae* genes, with lower enrichment at distances greater than 2 Kb. For example, in the infected samples, we find that 26,210 out of 47,228 total ChIP-seq peaks (55.5%) are located in the − 2 Kb gene body regions, whereas 1934 (4.10%) are located up to 2 Kb downstream from the gene bodies (Fig. 1b). A similar distribution and percentage of peaks for each distance class is reported in the uninfected mosquitoes (Additional file 4: Figure S1C). Based on this observation, we annotated peaks to the promoters of nearby genes when located less than 2 Kb upstream, and used this annotation for all subsequent analysis.

**Fig. 1:**
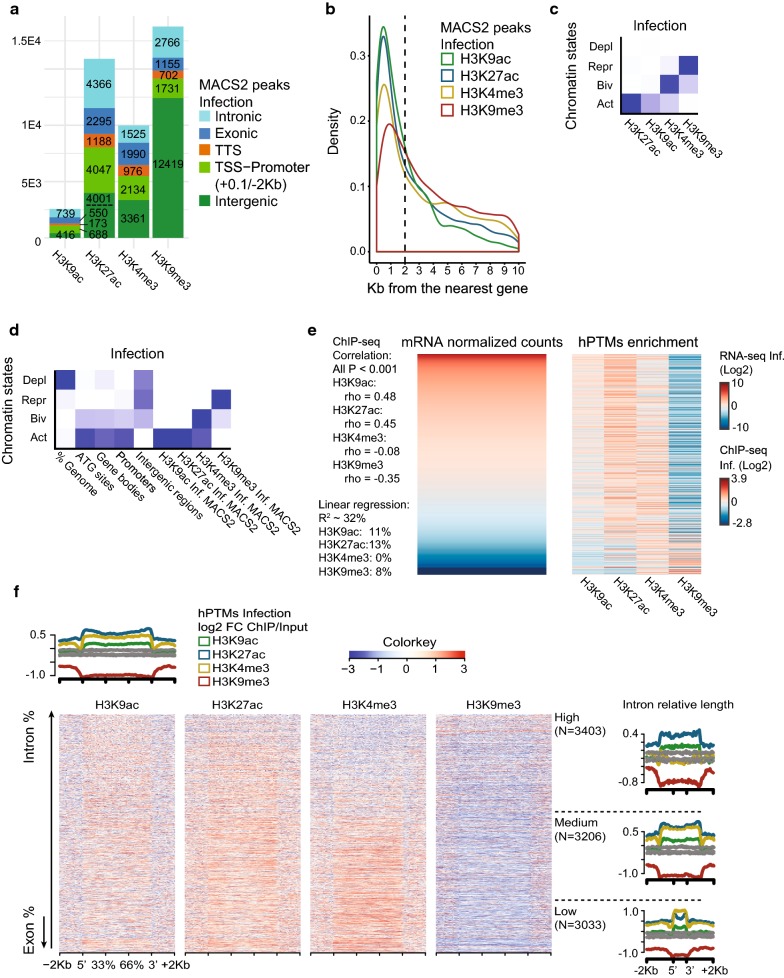
Association between histone modification profiles and gene expression regulation in *A. gambiae.* **a** Annotation of MACS2 ChIP-seq peaks for each histone modification to genomic features: TSS-Promoters, TTSs, Intergenic, Intron and Exon regions. The plot corresponds to the infected condition; data for the uninfected are given in Additional file 4: Figure S1. **b** Density plot showing the position (Kb upstream) of MACS2 peaks for each histone modification with respect to the ATG protein initiation codon of the nearest downstream gene. Same as above, data are for the infected condition. **c** Heatmap of emission parameters from ChromHMM analysis using a four chromatin states model based on histone modification enrichment patterns in the infected condition. The predicted states are: Deplet (depleted, low levels of all hPTMs), Repr (repressive, H3K9me3 enrichment), Biv (bivalent, H3K4me3/H3K9me3 enrichment) and Act (active, H3K27ac/H3K9ac/H3K4me3 enrichment). Darker blue indicates higher enrichment of a particular histone modification. **d** Heatmap showing the overlap of various genomic features, including MACS2 peaks located in promoters (2 Kb from the ATG) or gene bodies in the infected condition, with the predicted chromatin states. Darker blue in the first column indicates higher percentage of the genome overlapped by a given state. For other columns, it indicates the likelihood of finding a particular chromatin state in each genomic feature compared to what it would be expected by chance. **e** Heatmaps showing mRNA levels (left) and histone modification enrichment profiles (right) of genes displaying a MACS2 peak in the promoter or the gene body. Data correspond to the infected condition. Genes are ordered by mRNA levels. ChIP-seq enrichment at the promoters and the gene bodies is normalized (RPKM) and input-corrected. Data are log2-scaled and mean-centered. Spearman rank correlation coefficient (rho) and corresponding *P* value are shown for the association between each histone modification enrichment levels and mRNA levels. The variance in mRNA levels explained by the combined and individual enrichment levels of various histone modifications is shown, according to a linear regression model considering gene expression as response and ChIP-seq enrichment as covariate. **f** Heatmaps showing histone modification enrichment profiles at high and medium expressed genes in the infected condition. Genes are ordered by the percentage of the body containing introns and exons. Average profile plots show density of normalized (RPKM) and input-corrected ChIP-seq reads for each histone modification at high and medium expressed genes (top) and at those genes classified by the percentage of the gene body containing introns (right)

We used ChromHMM [31] to segment the genome into four distinct chromatin states based on relative enrichment levels of H3K9ac, H3K27ac, H3K4me3 and H3K9me3, that we named as follows: hPTM depleted, i.e., low levels of enrichment for all hPTMs, active (H3K9ac/H3K27ac and H3K4me3), repressed (H3K9me3) and bivalent (H3K4me3/H3K9me3) (Fig. 1c, Additional file 4: Figure S1D). As expected, most of the genome is in a depleted state, whereas gene bodies and promoters display enrichment in active state (Fig. 1d, Additional file 4: Figure S1E). 

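Over genes and their 2 kb upstream regions, active chromatin was the most frequent of the enriched classes in both conditions. In infected mosquitoes 4888 genes (37.9%) were active, that is enriched over input in H3K27ac or H3K9ac and not in H3K9me3, and 1223 (9.47%) were repressed, with H3K9me3 and without H3K4me3. A further 726 genes (5.62%) were bivalent, with both H3K4me3 and H3K9me3, and 6073 (47.0%) belonged to none of these classes. In control mosquitoes 5897 genes (45.7%) were active, 991 (7.68%) repressed, 632 (4.90%) bivalent and 5390 (41.8%) in no class. PGRPLC, a peptidoglycan receptor of the IMD pathway, was active in both conditions, with a log2 enrichment of H3K27ac of 1.12 in infected and 1.63 in control mosquitoes and of H3K9me3 of −3.41 and −2.74. A list of 12 detoxification genes, mostly glutathione S-transferases and cytochromes P450, had a median H3K27ac enrichment of 1.39 in infected and 1.78 in control mosquitoes. In infected mosquitoes H3K27ac passed 1.5-fold over input at 5066 genes (39.2%), H3K4me3 at 34.1%, H3K9me3 at 15.1% and H3K9ac at 1539 genes (11.9%). These classes are set per gene at 1.5-fold over input and are not the ChromHMM states of the whole genome. They use the input of each condition, so differences in class size between conditions also depend on the input libraries. No class was computed without input. At 2-fold over input, the active class of infected mosquitoes held 2802 genes.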

Following this categorization, we investigated the association between various combinations of active and repressive histone modifications at promoters and gene bodies, and gene expression by RNA-seq. As expected, active chromatin is associated with expressed genes, whereas chromatin marked with H3K9me3 associates with silent or low-expressed genes. 

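Genes with active chromatin had the highest median mRNA level and repressed genes a lower one in both conditions. The mRNA levels are the paper's log2 values, for 884 genes from the first 477 of the 1208 genes of Table S5 and from the 527 rows in hand of the 19349 rows of Table S4. In infected mosquitoes the median of the paper's mRNA levels was 8.89 over 512 active genes, 5.22 over 103 repressed genes and 6.37 over 206 genes in no class. In control mosquitoes it was 8.83 over 570 active genes, 7.13 over 84 repressed genes and 4.86 over 174 genes in no class. Of the active genes of infected mosquitoes 44.9% lay in the highest tertile of mRNA level, and of the repressed genes 58.3% lay in the lowest. In control mosquitoes these shares were 43.9% and 46.4%. Of the repressed genes 21.4% in infected and 25% in control mosquitoes lay in the highest tertile. From the lowest to the highest tertile (295, 294 and 295 genes) the median H3K27ac enrichment in infected mosquitoes was −0.23, 0.86 and 1.07, and that of H3K9me3 −0.03, −1.39 and −1.56. H3K9ac followed H3K27ac with −0.07, 0.25 and 0.42. H3K4me3 was 0.30, 0.40 and −0.09, with its lowest value at the genes highest in mRNA. In control mosquitoes H3K27ac was −0.17, 1.27 and 1.47 and H3K9me3 −0.31, −1.21 and −1.39 over the tertiles. The rows in hand belong to genes with a differential region, so they are not a sample of all genes.

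**Figure D1:**
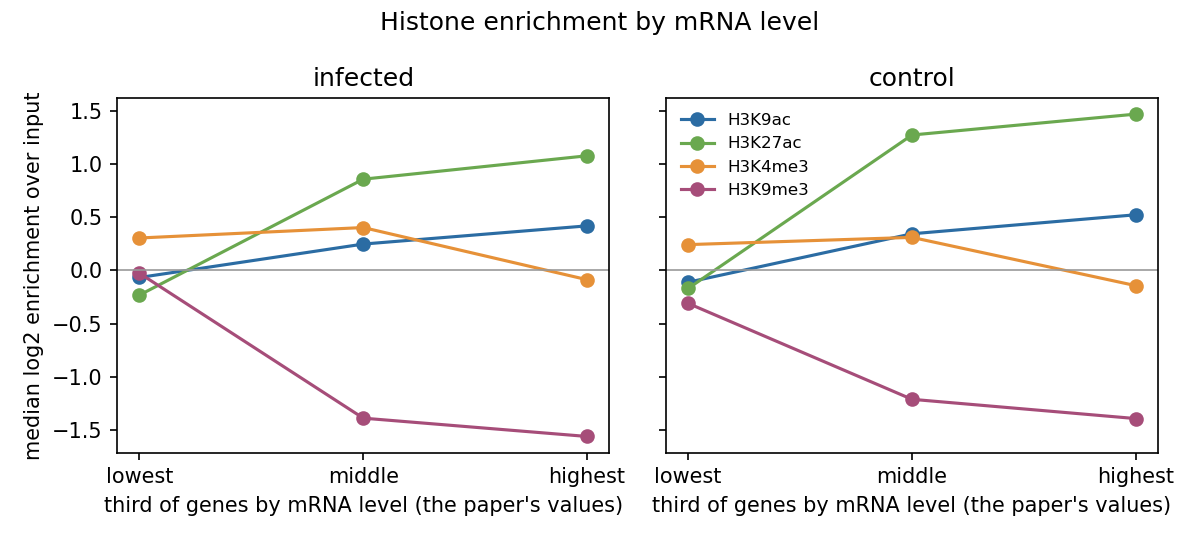
Median log2 enrichment over input (vertical axis) of H3K9ac, H3K27ac, H3K4me3 and H3K9me3 in the lowest, middle and highest tertile of 884 genes by the paper's mRNA level (horizontal axis), in infected (left) and control (right) mosquitoes. Each point is a median over 295, 294 or 295 genes from 1 library per mark and condition; H3K27ac is higher and H3K9me3 lower at genes with more mRNA in both panels.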

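Genes that carried both H3K4me3 and H3K9me3 more than 1.5-fold over input lay mostly in the lowest tertile of the paper's mRNA levels. In infected mosquitoes the 63 such genes with an mRNA value in hand had a median level of 5.51 (quartiles 2.79 and 7.28), against 8.04 over all genes with a value. Of them 66.7% were in the lowest tertile and 6.35% in the highest. The 56 genes of control mosquitoes had a median of 6.22 (quartiles 3.95 and 7.36), against 8.11 over all genes, with 62.5% in the lowest tertile and 5.36% in the highest. Other classes were frequent in the lowest tertile too. Genes in no class lay there at 51.9% in infected and 68.4% in control mosquitoes, and repressed genes at 58.3% and 46.4%. Among gene groups, 26 homeobox and related developmental transcription factors had H3K4me3 and H3K9me3 above input and H3K27ac below it. Their median enrichment in infected and control mosquitoes was 0.98 and 0.91 for H3K4me3, 0.75 and 0.41 for H3K9me3, and −1.45 and −1.38 for H3K27ac. Cuticular proteins (7 genes), which belong to the epidermis rather than the midgut, had H3K4me3 at 0.89 and 0.83 and H3K9me3 at 0.86 and 0.44. Members of these lists come from the paper's tables, which were chosen on the same libraries. TEP14, a complement-like thioester protein, the C-type lectin CTL5 and the CLIP-domain protease genes CLIPC10 and CLIPA1 held both marks in both conditions. At 2-fold over input, 216 genes in infected and 200 in control mosquitoes held both marks.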

Genes showing a bivalent enrichment pattern (H3K4me3 and H3K9me3) are generally expressed at low levels (Fig. 1e, Additional file 4: Figure S2A). This is corroborated by a positive and statistically significant correlation between levels of enrichment in active histone modifications (H3K9ac, H3K27ac) and mRNA levels of ChIP-seq peaks annotated genes, whereas the correlation is negative for H3K9me3 (Fig. 1e, Additional file 4: Figure S2A). 

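H3K27ac and H3K9ac enrichment was higher at genes with more mRNA, and H3K9me3 enrichment was lower. Spearman's rho with the paper's mRNA levels was 0.529 in infected and 0.508 in control mosquitoes for H3K27ac and 0.465 and 0.404 for H3K9ac. For H3K9me3 it was −0.342 and −0.267. H3K4me3, a mark of active promoters, had a rho of −0.121 and −0.153 over the gene with its upstream region. It was 0.0697 in infected mosquitoes when enrichment was not divided by input, and over the genes of Table S5 alone it was −0.258 in infected and −0.314 in control mosquitoes. The input RPKM itself had a rho of 0.372 with mRNA in infected and 0.0181 in control mosquitoes. These are 8 relations, 4 marks in 2 conditions, across genes, which are not independent replicates, so no p-value is given.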

When analyzed together in a linear regression analysis, the combined histone modifications explained ~ 32% of the variance in mRNA levels in the infected condition and ~ 27% in the uninfected. This analysis also suggests that H3K9ac and H3K27ac are better predictors of mRNA levels, compared to H3K4me3 and H3K9me3 (Fig. 1e, Additional file 4: Figure S2A). 

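A linear model with the enrichment of all 4 marks held 34.2% of the variance of the paper's mRNA levels in infected mosquitoes and 32.2% in control mosquitoes. Over the 475 genes of Table S5 that passed the filter on input, the same model held 38.2% in infected and 35.7% in control mosquitoes.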

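H3K27ac took the largest part of this variance in both conditions and H3K9ac the next largest. Averaged over the orders in which marks enter the model, H3K27ac accounted for 21.0% of the variance of mRNA levels in infected and 21.8% in control mosquitoes, and H3K9ac for 8.60% and 7.28%. H3K9me3 accounted for 4.16% and 2.37%, and H3K4me3 for 0.381% and 0.753%. Over the genes of Table S5 alone, H3K4me3 accounted for 4.16% in infected and 6.84% in control mosquitoes, and H3K27ac remained the largest at 18.1% and 16.9%. Control H3K9me3 accounted for 4.05% over the genes of Table S5, and infected H3K9me3 for 2.38% when enrichment was not divided by input. From the parts of the variance that the marks explain, the paper proposes that H3K9ac and H3K27ac predict mRNA levels better than H3K4me3 and H3K9me3.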

Following what has been described for *Drosophila* [32], we classified genes according to the gene structure, i.e., length of the coding region and length of intronic segments. We observed that expressed genes with long introns and relatively short coding regions show broad H3K27ac and H3K9ac domains. In contrast, expressed genes with more uniformly distributed coding regions show a more localized H3K27ac/H3K9ac enrichment through the gene body and higher enrichment in H3K4me3 (Fig. 1f, Additional file 4: Figure S2B).

In addition to peaks that annotate to gene bodies and promoters, we report more distal regions (> 2 Kb from the translation start codon of the nearest downstream gene) significantly enriched in H3K27ac (MACS2 peaks) but depleted in H3K9ac/H3K4me3 that are the hallmark histone modifications for active promoters (3081 and 3586 peaks in infected and control conditions, respectively) (Additional file 3: Table S3). We also observe in the set of distal H3K27ac peaks the presence of RNA-seq reads mapped, indicating that they could correspond to enhancer-like regulatory sites (Additional file 4: Figure S3).

### Regions differentially enriched in histone modifications associated with *P. falciparum* infection

We find a considerable overlap in histone modification profiles between infected and uninfected mosquitoes, with more than 30,000 common ChIP-seq peaks between the two conditions. However, a portion of the peaks appears to be condition specific (8234 in infected and 14,138 in the uninfected) (Additional file 4: Figure S2C). Based on this observation, we used the diffReps software [33] to further investigate localized changes in hPTMs enrichment that might occur in response to *P. falciparum* infection. We identified 15,916 regions containing significantly different levels of ChIP-seq signal (*P* value < 10E−5) for all four histone modifications. 

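Between infected and control mosquitoes, H3K27ac was lower at many more genes than it was higher, and the other marks differed in both directions. Of the genes compared, 121 were more than 1.5-fold higher and 1331 lower in H3K27ac in infected mosquitoes, 599 higher and 1212 lower in H3K9me3, 369 higher and 271 lower in H3K9ac, and 121 higher and 196 lower in H3K4me3. Most of these groups lay below input in the mark. Their median control log2 enrichment was −1.50 at the higher and 1.81 at the lower genes in H3K27ac. It was −1.04 and −1.57 in H3K9me3, −1.32 and 0.83 in H3K9ac, and −0.67 and −0.40 in H3K4me3. Ratios at genes below input do not show gain or loss of a mark that the gene carries. AGAP004304 (2R, 54256741 to 54258813) had the lowest H3K27ac ratio, −1.46 ± 0.52 on the log2 scale, and −0.07 without division by input. AGAP011243 (3L, 19977156 to 19979798) was low in H3K27ac (−1.31 ± 0.54) and H3K9ac (−1.23 ± 0.67), and at 0.11 and 0.19 without input. At the other end, AGAP006561 (2L, 34141241 to 34143582) had the highest H3K27ac ratio, 1.62 ± 1.23, and 1.45 without input, and AGAP001666 (2R, 7645435 to 7648297) an H3K9me3 ratio of 1.90 ± 1.30. The files do not pair these genes with names. In simulations with equal enrichment in both conditions, counting error alone put 102 genes above and 111 below 1.5-fold in H3K27ac, 338 and 230 in H3K9me3, 171 and 159 in H3K9ac, and 98.2 and 95.9 in H3K4me3 (means of 20 simulations). The input libraries, which carry no mark, differed at 1446 genes higher and 65 lower in infected mosquitoes. The split depended on the scaling. Without division by input, 47 genes were higher and 185 lower in H3K27ac, 823 and 182 in H3K9me3, 743 and 96 in H3K9ac, and 1445 and 109 in H3K4me3, and 82 of the 1331 genes lower in H3K27ac remained past 1.5-fold. With ratios centred on the median gene, H3K27ac was higher at 440 and lower at 367 genes and H3K9ac at 489 and 161. With quantile normalization, H3K27ac was higher at 147 and lower at 158 genes, H3K9ac at 181 and 182, and H3K9me3 at 591 and 766.

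**Figure D2:**
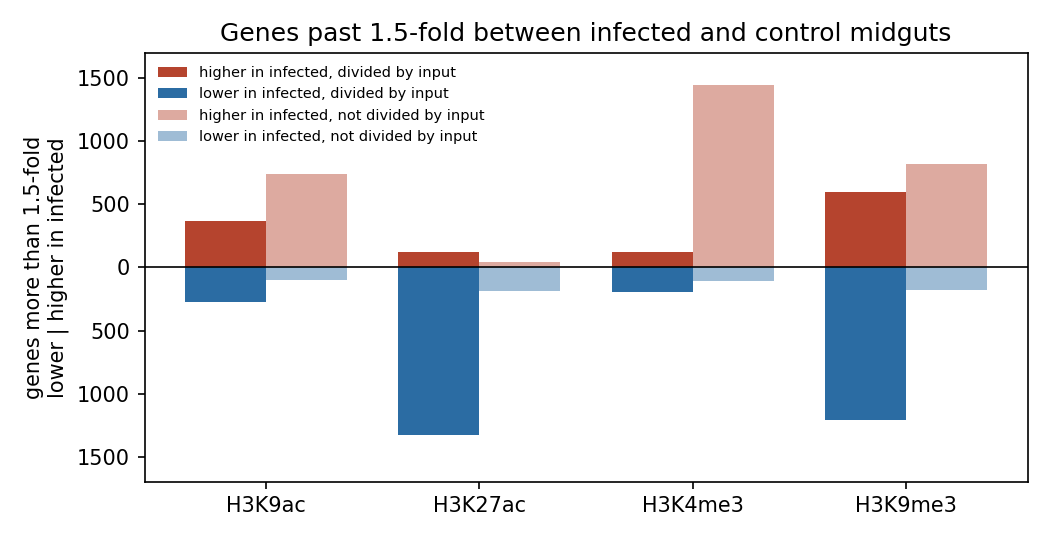
Number of genes (vertical axis) more than 1.5-fold higher (upward bars) or lower (downward bars) in infected than in control mosquitoes for each mark (horizontal axis), with division by input in dark and without it in light colours. Each bar is a count of genes from 1 library per mark and condition; 1331 genes are lower in H3K27ac with and 185 without division by input.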

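Per gene, after division by input, H3K9me3 was past 1.5-fold at 1811 genes and H3K27ac at 1452, against 640 for H3K9ac and 317 for H3K4me3. This order turned without division by input, with 1554 genes for H3K4me3, 1005 for H3K9me3, 839 for H3K9ac and 232 for H3K27ac. With quantile normalization there were 1357 for H3K9me3, 363 for H3K9ac, 305 for H3K27ac and 278 for H3K4me3. Among the rows of Table S4 in hand, 97 regions that the paper reports as lower in H3K27ac in infected mosquitoes lie within a single gene region, and at 95 of them the ratio of that gene was below 0 (76 without division by input). Of 72 regions that the paper reports as higher in H3K27ac, 8 lie in genes with a ratio above 0, and 56 without division by input. Of the 475 genes of Table S5 that passed the filter, 413 had an H3K27ac ratio below 0 and 298 an H3K9ac ratio below 0. Ratios below 0 were thus common whatever the direction of the region. The median H3K27ac ratio was −0.41 at the lower and −0.30 at the higher regions, or −0.10 and 0.09 without input. For H3K9ac, 16 of 16 regions reported as lower lie in genes below 0 (12 without input), and 7 of 28 regions reported as higher lie in genes above 0 (27 without input). H3K4me3 had 10 of 11 higher and 11 of 18 lower regions in genes of the same direction, or 11 and 15 without input. H3K9me3 had 20 of 24 higher regions in genes of the same direction and 1 of 8 lower regions, or 24 and 6 without input. The gene values average over the whole gene and its upstream region, whereas the regions of Table S4 are local.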

The number of diffReps regions was similar for H3K9ac (2396) and H3K4me3 (2837), whereas H3K27ac and H3K9me3 displayed a larger number of differential regions (4810 and 5873, respectively) (Additional file 5: Table S4). Regions of differential active histone modifications between infected and control mosquitoes were primarily distributed near genes, upstream and downstream, or in introns. But they also occupied distal intergenic sites, particularly in the case of H3K9me3 (Fig. 2a, b). We applied a series of filtering thresholds (see Methods) to these differential regions to obtain a high-confidence set that we classified according to chromatin state transitions (ChromHMM segmentation) (Fig. 2c). In the majority of cases, the diffReps changes involved an enrichment or depletion in a certain histone modification without a chromatin state change, but we also reported chromatin state shifts between conditions: regions that were active upon infection or regions that were marked with active chromatin marks in control mosquito tissues and changed to depleted in the infected. There was also a considerable proportion of regions that switched between the depleted and H3K9me3-enriched states (Fig. 2c).

**Fig. 2:**
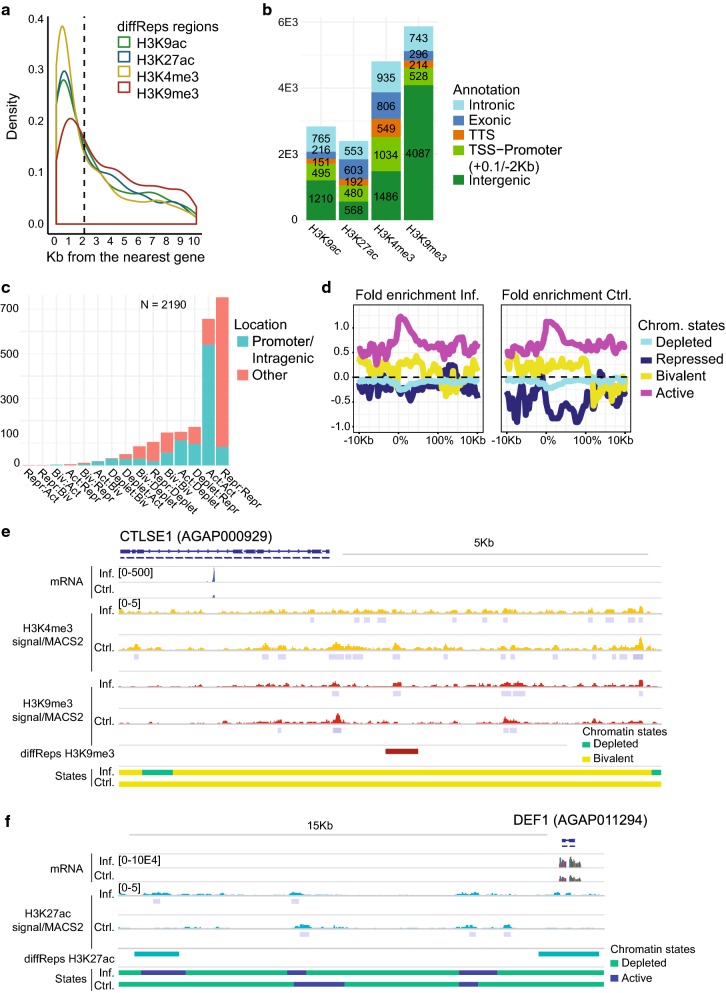
Changes in histone modification enrichment in response to infection. **a** Density plot showing the position (Kb upstream) of differential diffReps regions for each histone modification with respect to the ATG initiation codon of the nearest downstream gene. **b** Annotation of diffReps regions for each histone modification to genomic features: TSS-Promoters, TTSs, Intergenic, Intron and Exon regions. diffReps regions located − 2 Kb/+ 0.1 Kb from the ATG are annotated to TSS-Promoter regions. **c** Barplot showing the number and location of high-confidence diffReps regions and the chromatin state transitions between conditions associated with the region. **d** Profile plots showing predicted chromatin states in infected (left) and control (right) conditions at genes encoding for immune-related factors [34]. The graphs represent chromatin state fold enrichment (log(observed/expected)) with respect to the scaled gene bodies ± 10 Kb. **e**, **f** Histone enrichment profiles in the regions containing the CTLSE1 (AGAP000929) and DEF1 (AGAP011294) encoding genes. Tracks show normalized/input-corrected ChIP-seq signals and RNA-seq mapped read counts for each condition. The location of diffReps regions, MACS2 peaks and predicted chromatin states for each condition are included. All tracks are shown at equal scale

The Gene Ontology (GO) analysis shows that diffReps-annotated genes appeared significantly enriched in GO terms related to development, transcription regulation and metabolism (Additional file 5: Table S4). In addition to this analysis, we also looked for coincidences between the diffReps-annotated genes and genes that have been reported to be involved in the immune response to infection [34, 35]. Among diffReps-annotated genes, we found 133 genes encoding for proteins involved in the immune response (26 considering the high-confidence set of diffReps regions). Genes differing between conditions in their histone modification profiles encode proteins involved in apoptosis (IAP3 and IAP7), Clip-domain serine proteases and serine protease inhibitors (CLIPC, CLIPE, SRPN10 and SRPN4), C-type lectins (CTLs) (Fig. 2e), antimicrobial peptides (DEF1) (Fig. 2f), scavenger receptor (SRCR domain) with lysyl oxidase domain (SCRAL1) and components of Toll, NF and peptidoglycan recognition protein LC/immune deficiency (PGRP-LC/IMD) signaling pathways (Additional file 4: Figure S4A–C, Additional file 5: Table S4). 

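Most immune genes differed little between infected and control mosquitoes over the whole gene region, and few of them passed 1.5-fold. Of the 41 immune genes marked in the rows in hand of the paper's tables, which were chosen on these libraries, 1 was past 1.5-fold higher in H3K9ac and none lower, 2 were lower in H3K27ac and 2 in H3K9me3, and none passed in H3K4me3. Of all 12910 genes, 369 were higher in H3K9ac, 1331 lower in H3K27ac and 1212 lower in H3K9me3. In each case the share of the immune genes was no larger than that of all genes. The gene higher in H3K9ac was TEP14 (3R, 10083049 to 10089589), a complement-like thioester protein, at a log2 ratio of 0.86 ± 0.45. AGAP002685 (2R, 25614644 to 25619611), whose product has the domain of the autophagy protein Atg8, was lower in H3K9me3 (−1.35 ± 0.71, and −0.60 without division by input) and in H3K27ac (−0.69 ± 0.29, and 0.07 without input). AGAP002685 and PGRPLC were active in both conditions, so neither held H3K9me3 more than 1.5-fold over input. PGRPLC was lower in H3K9me3 (−0.66 ± 0.57, and 0.00 without input). Its ratio was −0.51 ± 0.19 in H3K27ac and −0.29 ± 0.23 in H3K9ac, or 0.16 and 0.37 without input, and 0.16 ± 0.23 in H3K4me3, or 0.83 without input. Of 14 CLIP-domain serine proteases, which act in melanization and complement cascades, only CLIPA6 passed 1.5-fold, in H3K27ac (−0.59 ± 0.51). Without input its ratio was −0.44, within 1.5-fold. The medians of these proteases were 0.02 in H3K9ac, −0.05 in H3K27ac, −0.05 in H3K4me3 and 0.13 in H3K9me3; without input the first became −0.13 and the second −0.20.

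Single genes of other immune families differed by less than 1.5-fold. The C-type lectin CTLSE1 (X, 17503857 to 17516771) had a log2 enrichment of H3K9me3 of 0.83 in infected and 0.56 in control mosquitoes, a ratio of 0.28 ± 0.20 (0.10 without input), beside H3K4me3 at 1.15 and 1.17. It was bivalent in infected and in no class in control mosquitoes. Another C-type lectin, CTL5, had an H3K9me3 ratio of 0.25 ± 0.15 (0.07 without input), and CTL9 one of 0.39 ± 0.53. DEF1 (3L, 20625828 to 20628236), which encodes the antimicrobial peptide defensin, had H3K27ac at 0.44 in infected and 0.92 in control mosquitoes, a ratio of −0.48 ± 0.54, or 0.10 without input. LYSC4, a lysozyme, had an H3K4me3 ratio of 0.52 ± 0.43. CACT, the inhibitor of the NF-kB factors of the Toll pathway, had an H3K27ac ratio of −0.35 ± 0.27, and of 0.26 both without input and with quantile normalization. Over the 41 genes the median ratio was −0.27 in H3K27ac, −0.11 in H3K9ac and 0.09 in H3K9me3, and over all genes −0.21, −0.05 and 0.03. Without input the medians of the immune genes were −0.04 in H3K27ac, 0.07 in H3K9ac and 0.16 in H3K4me3. IAP3, SRPN10, SRPN4 and SCRAL1 are not paired with gene identifiers in the sources used here and have no value.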

Among the diffReps-annotated genes, we also find members of the mitogen-activated protein kinases (MAPKs) signaling pathway, such as ERK1/2 and MAP3K13, which have been recently studied in relation to mosquito JNK signaling and susceptibility to malaria infection [36]. The majority of these genes appeared enriched in the same chromatin states in both conditions but displayed a change in the relative abundance of active H3K4me3/K9ac/K27ac and/or the repressive H3K9me3 modification (Fig. 2d, Additional file 5: Table S4). 

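Of the 41 immune genes, 38 were in the same class in infected and control mosquitoes. These were 13 genes active in both, 5 bivalent in both, 1 repressed in both and 19 in no class in both. Across these classes, 19 of the 38 genes had a ratio past its counting interval for 1 mark or more, after division by input. Every mark was examined at each gene, so counting error alone would put some genes past an interval. The H3K27ac ratio of all genes had a median of −0.21, a shift that can also take single genes past their interval. No such share is given over all genes, so the count cannot show whether immune genes differed more than other genes. The repressed gene was LYSC4, and the bivalent genes included PGRPS1, a peptidoglycan recognition protein. CLIPA1, bivalent in both conditions, had an H3K9me3 ratio of 0.47 ± 0.39, and 0.25 without division by input. TOLL7, in no class in both, had an H3K4me3 ratio of −0.37 ± 0.36, and −0.56 without input. SCRASP1, a scavenger receptor with a serine protease domain, also in no class in both, had an H3K9me3 ratio of 0.44 ± 0.32. Over all genes, 11017 (85.3%) were in the same class in both conditions and 1893 were not.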

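Of the 41 genes marked as immune in the rows in hand, CASPL2, DEF1 and CLIPA7 were in different classes in infected and control mosquitoes, as was CTLSE1, which is not among the 41. CASPL2 (2L, 3061116 to 3064911), which encodes a long caspase, was active in control mosquitoes and in no class in infected mosquitoes. Its H3K27ac enrichment was 0.40 in infected and 0.83 in control mosquitoes, on either side of the threshold of 1.5-fold over input (0.58 on the log2 scale). The H3K27ac ratio was −0.44 ± 0.41, and 0.27 without division by input, and H3K9ac was 0.33 in infected and 0.55 in control mosquitoes. CLIPA7 was bivalent in infected mosquitoes and in no class in control mosquitoes, with an H3K9me3 ratio of 0.43 ± 0.36, or 0.20 without input. AGAP011307 (3L, 20791785 to 20794739), the fibrinogen-related gene in hand, was in no class in both conditions. Its H3K9me3 enrichment was −0.31 in infected and −0.78 in control mosquitoes, a ratio of 0.47 ± 0.65, and its H3K27ac ratio was −0.31 ± 0.54. Over all genes the most frequent difference was active in control and in no class in infected mosquitoes (1118 genes), followed by no class in control and repressed (269 genes) or bivalent (142 genes) in infected mosquitoes. Classes rest on division by the input of each condition, and these counts have no counterpart without it. The median H3K27ac ratio of all genes was −0.21, or −0.0046 without division by input.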

There were only nine genes within the high-confidence set of diffReps-annotated genes that displayed differential chromatin state between conditions, and these include, for example, the long-caspase CASPL2-encoding gene and the fibrinogen-related protein-encoding gene (Additional file 4: Figure S4B, C, Additional file 5: Table S4).

### Complex relationship between chromatin and gene expression changes

In order to investigate the functional significance of the regions differentially enriched in various histone modifications, we selected high-confidence differential hPTMs regions that overlap gene bodies or are located up to 2 Kb upstream of genes. This analysis resulted in the identification of 1208 genes for all four hPTMs. We then applied a soft clustering approach using Mfuzz [37] to the − 2 Kb gene region. This analysis allowed us to group diffReps-annotated genes based on unique profiles of hPTM enrichment (Additional file 4: Figure S5) and to examine the correlation between changes in the histone modification patterns and the expression status. We found that genes differentially enriched in a condition in active histone marks (H3K27ac, H3K9ac and H3K4me3) tended to display high expression in that condition, whereas those that were marked with repressive H3K9me3 or bivalent H3K4me3/H3K9me3 tended to display low expression (Fig. 3a, Additional file 6: Table S5). However, when comparing the ratio of histone enrichment versus the ratio of gene expression values between infected and control mosquitoes, the correlation coefficient was low and non-significant, meaning that the infection condition influenced to a different extent chromatin and gene expression patterns. This was clearly shown when examining the ratio of enrichment of various hPTMs in the infected relative to the control, for infected expressed genes (left panel) or control expressed genes (right panel) (Fig. 3b). 

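In Table S5, genes of the paper's infected clusters defined by H3K4me3 or H3K9ac mostly had more mRNA in infected mosquitoes, and genes of its H3K9me3 cluster mostly less. More mRNA in infected mosquitoes is also the common state in that table, at 301 of its 475 genes, beside 32 of 43 in the H3K9ac cluster. In Table S7, 288 of 386 genes have less mRNA in infected mosquitoes. The infected H3K9ac cluster of that table had 37 of 50 genes below 0 (median −0.40), a share close to that of all its genes. The bivalent cluster had 22 of 24 below 0 (median −1.03), while 49 of 86 genes of the H3K4me3 cluster were above 0. In the infected H3K4me3 cluster of Table S5 (100 genes in hand) 89 had a ratio of the paper's mRNA levels above 0, with a median log2 ratio of 0.28. Their median H3K4me3 ratio was 0.13, or 0.65 without division by input. In the infected H3K9ac cluster (43 genes) the median mRNA ratio was 0.24 and the median H3K9ac ratio 0.07, or 0.45 without input, with a median mRNA level of 9.64. In the infected H3K9me3 cluster (64 genes) 44 had an mRNA ratio below 0, with a median of −0.23, a median H3K9me3 ratio of 0.25 and a median mRNA level of 5.53. The infected bivalent cluster of Table S5 held 14 genes in hand, of which 12 had an mRNA ratio above 0 (median 0.23). Of the control H3K9me3 cluster (171 genes) 140 had more mRNA in infected mosquitoes, with a median of 0.25. Their H3K9me3 ratio was −0.45, or 0.04 without input. In the control H3K27ac cluster (98 genes) 52 had an mRNA ratio below 0 (median −0.03), with a median H3K27ac ratio of −0.37, or −0.10 without input. The clusters were formed by the authors on the enrichment of these same libraries, so their histone ratios are not independent evidence of direction.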

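Across the genes of Table S5, the ratios of H3K27ac, H3K9ac and H3K9me3 were lower where the ratio of the paper's mRNA levels was higher. Spearman's rho over 475 genes was −0.358 for H3K9ac, −0.329 for H3K27ac, −0.357 for H3K9me3 and 0.132 for H3K4me3. The signs depended on the input libraries. Without division by input rho was 0.315 for H3K9ac, 0.324 for H3K27ac, 0.0830 for H3K9me3 and 0.523 for H3K4me3, and the ratio of the input libraries alone had a rho of 0.469 with the mRNA ratio. Within the 301 genes with more mRNA in infected mosquitoes rho was −0.136 for H3K9ac, −0.157 for H3K27ac, −0.0395 for H3K4me3 and −0.0924 for H3K9me3. Within the 174 genes with more mRNA in control mosquitoes it was −0.129, −0.278, 0.205 and −0.275 in the same order. Without input these became 0.429 for H3K9ac, 0.319 for H3K27ac and 0.177 for H3K9me3 in the latter genes, and 0.0729 for H3K9ac and 0.0229 for H3K27ac in the former. From low correlations between the ratio of enrichment and the ratio of expression, the paper concludes that infection influenced chromatin and gene expression to a different extent.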

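The H3K27ac ratio was below that of all genes, at a median of −0.21, where mRNA was higher in infected mosquitoes, and close to it where mRNA was higher in control mosquitoes. The median log2 ratio of H3K27ac was −0.40 over the former genes and −0.24 over the latter, and that of H3K9ac −0.12 and 0.04. H3K4me3 had medians of 0.04 and 0.00. Without division by input the medians at genes with more mRNA in infected mosquitoes were 0.05 for H3K27ac, 0.33 for H3K9ac and 0.53 for H3K4me3. At genes with more mRNA in control mosquitoes they were −0.08, 0.20 and 0.11. The ratio of the input libraries alone had a median of 0.44 at the former and 0.11 at the latter genes.

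**Figure D3:**
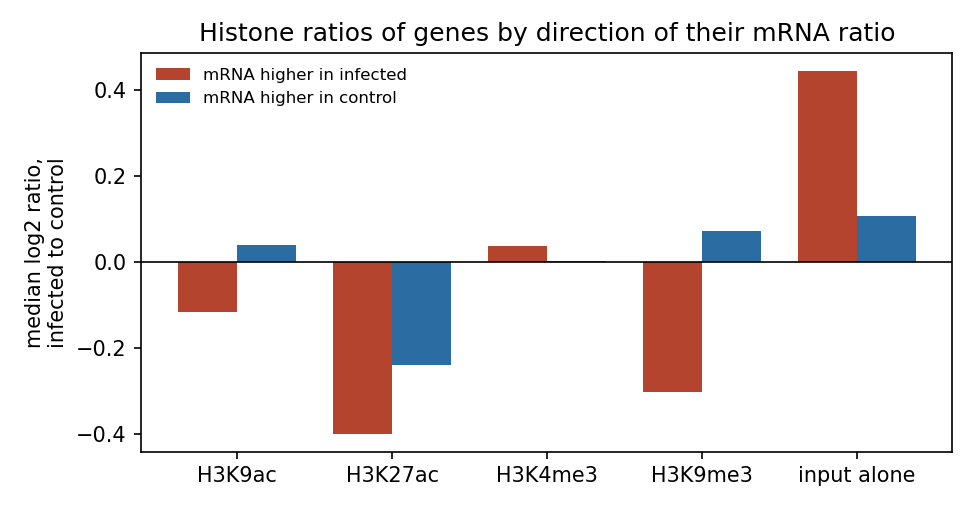
Median log2 ratio of infected to control mosquitoes (vertical axis) of each mark after division by input, and of the input libraries alone (horizontal axis), for 301 genes with more mRNA in infected (red) and 174 genes with more mRNA in control mosquitoes (blue) by the paper's mRNA ratio. Each bar is a median over genes from 1 library per mark and condition; the input libraries have the highest median of the red bars, 0.44, and H3K27ac the lowest, −0.40.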

The ratio was in the same direction, above or below 1 for infected and control log2 values, respectively, only in the case of the H3K9me3. 

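At genes with more mRNA in infected mosquitoes the median H3K9me3 ratio was −0.30, and 227 of the 301 genes lay below 0. At genes with more mRNA in control mosquitoes it was 0.07, and 103 of the 174 genes lay above 0. H3K9me3 and H3K9ac thus had medians of opposite sign in these groups, both with less of the mark where mRNA was higher. The median H3K9me3 ratio without division by input was 0.17 in the former and 0.15 in the latter group.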

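Of the 301 genes of Table S5 with more mRNA in infected mosquitoes, 176 had an H3K4me3 ratio above 0, whereas 280 had an H3K27ac ratio and 220 an H3K9ac ratio below 0. AGAP009887 (3R, 44747084 to 44750168) was enriched in active marks in both conditions. Its log2 enrichment of H3K27ac was 1.47 in infected and 2.20 in control mosquitoes, a ratio of −0.73 ± 0.38, or 0.01 without division by input. H3K9ac was 0.77 and 1.04, a ratio of −0.27 ± 0.45, or 0.47 without input. The H3K4me3 ratio was −0.24 ± 0.41, or 0.49 without input. The region overlaps that of AGAP009886 (3R, 44744364 to 44749766) on the other strand, and reads of these genes cannot be told apart by position.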

Despite complex patterns, this integrative analysis identified 278 genes in which the differential active or repressive histone modification enrichment coincided with a shift in gene expression between the infected and control condition (Fig. 3c, Additional file 4: Figure S4B, Additional file 6: Table S5).

**Fig. 3:**
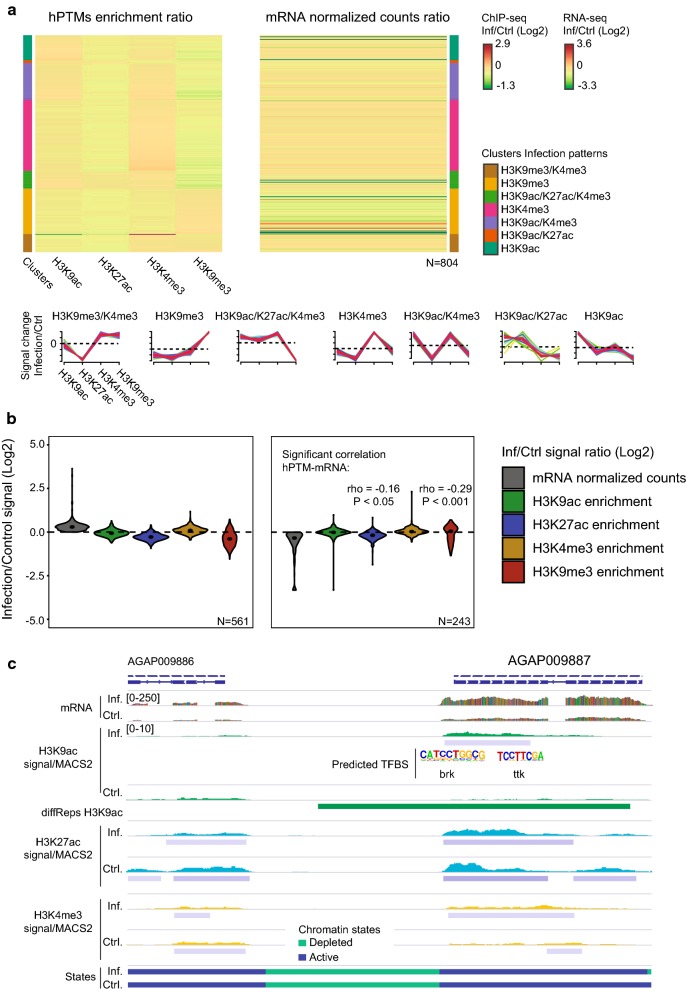
Association between histone modification differential enrichment and changes in gene expression. **a** Heatmaps showing clusters of genes (− 2 Kb) grouped by unique histone modification profiles identified in the soft clustering analysis (left) and corresponding changes in mRNA levels (right). ChIP-seq enrichment at the promoters and gene bodies is normalized (RPKM) and input-corrected. The signal corresponds to the ratio of ChIP-seq and mRNA levels in the infected versus the control condition. Data are log2-scaled and mean-centered. Representative profiles for each cluster showing various combinations of histone modification enrichment are included. All the profiles resulting from the soft clustering analysis are shown in Additional file 4: Figure S5. **b** Ratio of gene expression and histone modification enrichment between infected and control conditions for Mfuzz clusters more highly expressed in infected (left) and control (right) conditions. Data are the log2-scaled ratio between the infected and the control as in **a**. Spearman rank correlation coefficient (rho) and corresponding *P* value are shown for significant associations between histone modification enrichment and mRNA levels. **c** Histone enrichment profiles in the region containing the AGAP009887-encoding gene. Tracks show normalized/input-corrected ChIP-seq signals and RNA-seq mapped reads counts for each condition. The location of diffReps regions, MACS2 peaks, predicted transcription factor binding sites and predicted chromatin states for infected and control conditions are included. All tracks are shown at equal scale

In addition to the analysis of the diffReps-annotated genes, we also examined differentially expressed genes and looked for differential chromatin marks between conditions. The DESeq2 analysis on the RNA-seq data revealed 713 significant differentially expressed transcripts (*P* value < 0.05, 184 up-regulated genes and 529 down-regulated genes in the infected vs. the control condition) (Additional file 7: Table S6). We found 105 differential expressed genes that contain a diffReps region annotated to the promoter or the gene body. Of those, there were 72 in which the direction of the change (active or repressive histone marks) agreed with the functional prediction (up or down-regulation) (Additional file 7: Table S6). 

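Differentially expressed genes of either direction mostly had H3K27ac ratios below 0, as did all genes, with a median of −0.21. Among 386 genes of Table S7 that passed the filter on input, the paper's mRNA ratio was above 0 at 98 and below 0 at 288. H3K27ac was below 0 at 89 of the 98 genes (median −0.39, or 0.07 without division by input) and at 226 of the 288 (median −0.19). H3K4me3 was above 0 at 59 of the 98 genes (median 0.08, or 0.51 without input) and at 154 of the 288 (median 0.01). The median H3K9ac ratio was −0.18 at the 98 genes, or 0.27 without input, and −0.03 at the 288, or 0.08 without input. Several immune genes are among the first 600 genes in hand of the 712 of Table S6, with the paper's log2 fold changes. CTL9, at −0.48 in the paper's mRNA, lay within its counting interval for every mark, and LYSC4 was at −0.60. TEP14, at −0.68 in mRNA, was higher in H3K9ac in infected mosquitoes (0.86 ± 0.45, or 0.83 without input), opposite in sign to its mRNA. CLIPB4, at −1.08 in mRNA, had an H3K9ac ratio of −0.50 ± 0.48, or −0.25 without input, with −0.44 in H3K27ac, −0.38 in H3K4me3 and −0.05 in H3K9me3. CLIPE5, at −0.57, had an H3K4me3 ratio of −0.23 ± 0.45, or −0.39 without input, with 0.13 in H3K9ac, 0.10 in H3K27ac and 0.08 in H3K9me3. CLIPA9, at −0.93, had an H3K9me3 ratio of 0.35 ± 0.43, or 0.14 without input, with 0.05 in H3K9ac, 0.07 in H3K27ac and 0.18 in H3K4me3. HPX2, a heme peroxidase at −0.58 in mRNA, had ratios of 0.26 ± 0.45 in H3K4me3 and 0.23 ± 0.51 in H3K9me3, or 0.48 and 0.46 without input. AGAP002685, lower in H3K9me3, was at 0.36 in the paper's mRNA.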

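Across the differentially expressed genes of Table S7, the H3K9me3 ratio was lower where the ratio of the paper's mRNA levels was higher. At the genes with more mRNA in infected mosquitoes the median H3K9me3 ratio was −0.28, with 79 of 98 genes below 0. At the genes with more mRNA in control mosquitoes it was 0.12, with 186 of 288 above 0. Without division by input these medians were 0.13 and 0.17. Spearman's rho of the H3K9me3 ratio with the mRNA ratio was −0.533, and −0.132 without input. Within the genes with more mRNA in infected mosquitoes it was 0.267, and within those with more mRNA in control mosquitoes −0.501. For H3K27ac rho was −0.442, for H3K9ac −0.230 and for H3K4me3 0.106, and without input 0.331, 0.465 and 0.616. The ratio of the input libraries alone had a rho of 0.594. Genes of the paper's H3K9me3 cluster of infected mosquitoes (136 genes of Table S7) had a median mRNA ratio of −0.91, with 130 of them below 0, and a median H3K9me3 ratio of 0.32. Less mRNA was not confined to this cluster, since 49 of 75 genes of the H3K9ac, H3K27ac and H3K4me3 cluster and 10 of 12 of the H3K9ac and H3K27ac cluster were also below 0. Of all 386 genes, 288 were below 0, so less mRNA is the common state in this table. Rho is across genes, which are not independent replicates, and the table was chosen on expression in these same mosquitoes.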

Same as above, the switch in the expression status was generally linked to changes in the H3K9me3 enrichment levels (Additional file 4: Figure S6). Examples of diffReps/DESeq2 genes were IAP7 (AGAP007293) and Argonaute 4 (AGAP011717). IAP7 was up-regulated in infected and H3K9me3 was depleted in this condition compared to the control (Fig. 4a), while AGAP011717 was expressed at higher levels in the control and this was associated with a gain in active histone modifications, mainly H3K27ac (Fig. 4b).

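IAP7 (2L, 45028132 to 45036380), an inhibitor of apoptosis, was strongly enriched in H3K9me3 in both conditions. Its log2 enrichment of H3K9me3 over the gene and its upstream region was 1.72 in infected and 1.90 in control mosquitoes, a ratio of −0.18 ± 0.27, and −0.06 both without division by input and in the authors' deposited table. H3K27ac was 1.06 and 1.28 at the same gene, and the H3K4me3 ratio was 0.20 ± 0.35, or 0.32 without input. The AGAP011717 gene, AGO4 (3L, 32106213 to 32126103), which encodes an Argonaute protein of the small RNA pathway, was active in both conditions. Its H3K27ac enrichment was 0.90 in infected and 1.21 in control mosquitoes, a ratio of −0.31 ± 0.16, or −0.15 without division by input and 0.05 with quantile normalization. The ratio of AGO4 was −0.07 ± 0.21 in H3K9ac, 0.20 ± 0.23 in H3K4me3 and 0.25 ± 0.24 in H3K9me3, or 0.09, 0.36 and 0.41 without input, and the paper's mRNA log2 fold change in Table S6 is −0.44. AGAP011716 (3L, 32107241 to 32111031), on the other strand within the AGO4 region, had an H3K27ac ratio of −0.16 ± 0.33, or 0.03 without input. These values average over the gene and its upstream region, whereas the differential regions of the paper are local.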

**Fig. 4:**
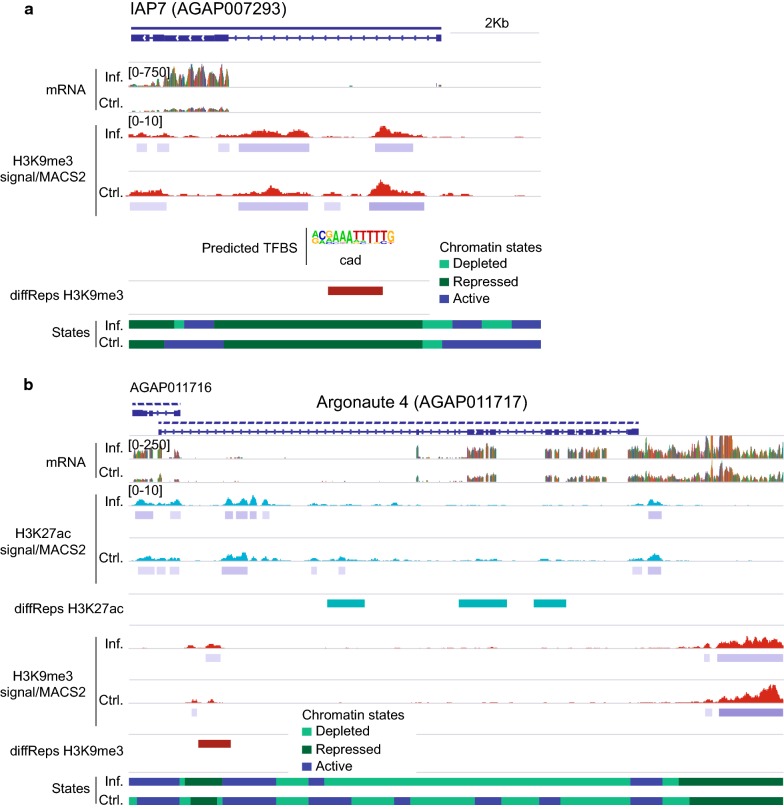
Significant differential gene expression and association with histone modifications differential enrichment. **a**, **b** Histone enrichment profiles in the regions containing the IAP7 (AGAP007293) and Argonaute 4 (AGAP011717) encoding genes. Tracks show normalized/input-corrected ChIP-seq signals and normalized RNA-seq mapped reads counts for each condition. The location of diffReps regions, MACS2 peaks, predicted transcription factor binding sites and predicted chromatin states for each condition are included. All tracks are shown at equal scale

### Motif analysis of regions differentially enriched in histone modifications identifies transcription factor binding sites involved in transcriptional responses to infection

We conducted DNA-binding motif enrichment analysis on the set of ChIP-seq high-confidence diffReps regions that coincided with MACS2 peaks of significant enrichment, which includes 2018 peaks for all four histone modification marks (Additional file 5: Table S4). The goal of this approach applied to histone modification peaks is the discovery of unanticipated sequence motifs associated with specific histone marks, like transcription factor binding sites. This analysis revealed multiple motifs that are significantly enriched in sequences containing H3K9ac, H3K27ac, H3K4me3 and H3K9me3 differentially enriched peaks. Table 1 shows the list of novel motifs identified by HOMER on the set of diffReps regions for each histone modification and their similarities with known TF binding sites previously described in *Drosophila*. We found that the binding sites predicted at ChIP-seq peaks showed similarities with sequences bound by transcription factors such as Deaf1, pangolin (pan) and Dorsal (dl), linked to immunity gene expression regulation in *Drosophila*. We also found binding sites for several transcription factors associated with developmental functions, such as Caudal (cad), and reproduction, like Eip74EF (Table 1). In the set of diffReps regions that coincide with a MACS2 peak of enrichment, we computed the occurrences of predicted motifs (Additional file 5: Table S4). We identified eight immune genes, such as PGRPLA and IAP7, that contain one or multiple DNA motifs in the promoter or gene body (Fig. 4a). Only in a few cases, however, we could report that the gain in active histone modifications in the region that contains the motif is associated with a gene expression activation event. This is in part due to the fact that most genes contain multiple motifs, but also because the relationship between changes in histone modifications and gene expression patterns is not always in the same direction, as we noted in the previous section (Fig. 3a).

**Table 1:** List of consensus motifs corresponding to known transcription factors significantly enriched in the set of differential histone-modified regions that are associated with *P. falciparum* infection

Histone	Motif	*P* values	% Targets/background	TF BS predicted (score)	FlyBase record	Function
**H3K9ac**	CGTTCCCYWTTT	1E−23	18.40/1.06	**kni**/dmmpmm/fly (0.64)	http://flybase.org/reports/FBgn0001320	Development, gene expression
	AACKATTT	1E−23	18.40/1.02	**br-Z2**/dmmpmm/fly (0.727)	http://flybase.org/reports/FBgn0283451	Development, gene expression, reproduction, response to stimulus
	GTGCGTRA	1E−23	18.40/1.20	**z**/dmmpmm/fly (0.71)	http://flybase.org/reports/FBgn0000629.htm	Gene expression, nucleus
	GCGATAGA	1E−21	20.80/1.68	**Dref**/dmmpmm/fly (0.75)	http://flybase.org/reports/FBgn0015664.htm	Development, gene expression, metabolism
	MCCGAGCN	1E−20	16.00/0.64	**Deaf1**/dmmpmm/fly (0.70)	http://beta.flybase.org/reports/FBgn0013799.htm	Immune system, development, gene expression
	TAATCCRY	1E−19	16.00/0.93	**Gsc**/dmmpmm/fly (0.88)	http://flybase.org/reports/FBgn0010323	Gene expression, other molecular function
	CATCCTGGCG	1E−17	24.00/3.41	**brk**/dmmpmm/fly (0.679)	http://flybase.org/reports/FBgn0024250	Development, gene expression, signaling, response to stimulus
	TCCTTCGA	1E−15	17.60/2.23	**ttk**/dmmpmm/fly (0.71)	http://flybase.org/reports/FBgn0003870	Development, reproduction, response to stimulus, cell organization–biogenesis
	CTTGTTCTTC	1E−15	13.60/0.58	**pan**/dmmpmm/fly (0.63)	http://flybase.org/reports/FBgn0085432	Signaling, gene expression, immune system
	TTCGTAATAC	1E−15	13.60/1.46	**gt**/dmmpmm/fly (0.66)	http://flybase.org/reports/FBgn0001150	Development, gene expression, transcription factor
	GCTTGCTY	1E−14	16.80/2.34	**grh**/dmmpmm/fly (0.72)	http://flybase.org/reports/FBgn0259211	Development, biogenesis
	AGCTTTAA	1E−12	15.70/2.29	**zen**/dmmpmm/fly (0.70)	http://flybase.org/reports/FBgn0004053	Development, gene expression, transcription factor
**H3K27ac**	GGCTCGTC	1E−29	11.74/0.43	**h**/dmmpmm/fly(0.676)	http://flybase.org/reports/FBgn0001168.htm	Development, gene expression, DNA binding
	ATTTTTCCCC	1E−21	9.39/0.65	**dl**/dmmpmm/fly (0.69)	http://flybase.org/reports/FBgn0260632.htm	Immune system, development, gene expression
	AGAACAGTAA	1E−21	9.39/0.40	**ara**/dmmpmm/fly (0.67)	http://flybase.org/reports/FBgn0015904	Development, gene expression
	GTGCAGCTCG	1E−21	9.39/0.65	**sna**/dmmpmm/fly (0.65)	http://flybase.org/reports/FBgn0003448	Development, gene expression, DNA binding
	CAAAAACGCAAC	1E−21	9.39/0.67	**hb**/dmmpmm/fly (0.744)	http://flybase.org/reports/FBgn0001180	Development, gene expression, transcription factor
	CTATGTTT	1E−16	9.86/0.84	**pan**/dmmpmm/fly (0.80)	http://flybase.org/reports/FBgn0085432	Signaling, gene expression, immune system
	TCGATCGTCG	1E−15	7.51/0.00	**Dref**/dmmpmm/fly (0.60)	http://flybase.org/reports/FBgn0015664.html	Development, gene expression, DNA binding, transcription factor, cell cycle, DNA metabolism
	ATWTCTGC	1E−13	8.45/1.00	**grh**/dmmpmm/fly (0.714)	http://flybase.org/reports/FBgn0259211	Development, biogenesis
	CTTCADTGCGGA	1E−13	6.57/0.66	**slbo**/dmmpmm/fly (0.661)	http://flybase.org/reports/FBgn0005638	Development, gene expression, reproduction
	CACGAAGT	1E− 12	12.68/2.32	**Eip74EF**/dmmpmm/fly (0.772)	http://flybase.org/reports/FBgn0000567	Development, reproduction
**H3K4me3**	ARTTTTGTGT	1E−30	5.16/0.27	**br-Z3**/dmmpmm/fly (0.70)	http://flybase.org/reports/FBgn0283451	Development, gene expression, reproduction, response to stimuli
	TTTGATTCGTAA	1E−30	5.16/0.28	**ara**/dmmpmm/fly (0.67)	http://flybase.org/reports/FBgn0015904	Development, gene expression
	CTTCTTGCCCGA	1E−23	5.34/0.49	**Eip74EF**/dmmpmm/fly (0.62)	http://flybase.org/reports/FBgn0000567	Development, gene expression, reproduction
	CGAARAAGAR	1E−18	5.34/0.56	**pan**/dmmpmm/fly (0.70)	http://flybase.org/reports/FBgn0085432	Development, gene expression, response to stimulus, signaling, immune system
	TCCTCGTCGTTG	1E−16	7.55/1.60	**Aef1**/dmmpmm/fly (0.56)	http://flybase.org/reports/FBgn0005694.htm	Other molecular function
**H3K9me3**	AGCGCCTGGT	1E−26	8.82/0.61	**brk**/dmmpmm/fly (0.688)	http://flybase.org/reports/FBgn0024250	Development, gene expression, response to stimulus, signaling
	YCTGTGACCG	1E−24	8.46/0.59	**Hth**/dmmpmm/fly (0.72)	http://flybase.org/reports/FBgn0001235	Development, gene expression, DNA binding, transport/localization, transcription facto
	TCYKGWAKCKGA	1E−24	8.46/0.58	**Pnt**/dmmpmm/fly (0.60)	http://flybase.org/reports/FBgn0003118	Development, gene expression, response to stimulus, signaling, immune system, cell cycle/proliferation, DNA binding
	ACTCCAGATA	1E−21	7.72/0.57	**z**/dmmpmm/fly (0.61)	http://flybase.org/reports/FBgn0000629.html	Development, gene expression, protein metabolism, cell organization/biogenesis, enzyme
	CTAYTTAT	1E−21	7.72/0.18	**bin**/dmmpmm/fly (0.829)	http://flybase.org/reports/FBgn0045759	Development, gene expression, transcription factor
	ATCTCGGG	1E−21	7.72/0.53	**Deaf1**/dmmpmm/fly (0.68)	http://beta.flybase.org/reports/FBgn0013799.html	Development, gene expression, immune system, response to stimulus, transcription factor
	CATTCGAC	1E−21	9.56/0.81	**sd**/dmmpmm/fly (0.70)	http://flybase.org/reports/FBgn0003345	Development, gene expression, other molecular function, DNA binding, cell cycle/proliferation
	RCGAAATTTTTG	1E−20	7.35/0.22	**cad**/dmmpmm/fly (0.76)	http://flybase.org/reports/FBgn0000251	Development, gene expression, response to stimulus, transcription factor, DNA binding, immune system
	TTAGACGA	1E−20	7.35/0.40	**exd**/dmmpmm/fly (0.67)	http://flybase.org/reports/FBgn0000611	Development, gene expression, other molecular function, DNA binding, transcription factor

As a validation of our strategy to predict regulatory sites and TF binding, we reported the overlap between FAIRE-seq peaks determined in *A. gambiae* hemocytes in a previous study [27], with histone modifications ChIP-seq peaks in malaria-infected tissues. Even if the experimental conditions and cell types in the two studies are  not comparable, we found 9136 MACS2 ChIP-seq peaks and 2690 diffReps regions (10% and 17% of the total, respectively) that intersected with FAIRE-seq peaks.

These results collectively suggest that some of the transcription factors reported in our study could be involved in chromatin remodeling processes and the regulation of transcription of genes that are elicited in mosquitoes in response to *P. falciparum* infection.

## Discussion

Human malaria is a mosquito-borne disease responsible for around half-million deaths per year, *A. gambiae* being the main disease vector in Africa [1]. Infection by *P. falciparum* alters the phenotype and vector competence of mosquitoes with consequences for transmission and malaria epidemiology. However, the molecular players that regulate malaria infection-triggered responses are still poorly known. A considerable amount of work exists on the genomic basis of mosquito resistance to infection (reviewed by [38]), but there is a dearth of epigenomic studies on the relationship between chromatin and gene expression regulation in mosquitoes. In a previous study, we characterized for the first time genome-wide profiles of various histone modifications in *A. gambiae* and compared these patterns with chromatin maps published for *Drosophila* [26]. Here, we go a step further and perform an integrative analysis of ChIP-seq and RNA-seq data in the context of malaria infection in the natural conditions of transmission of the disease.

We report various chromatin states with links to functional gene expression in the study of global patterns of histone modifications in infected mosquitoes. H3K9ac/H3K4me3/H3K27ac histone marks are associated with the promoters of active genes, and repressive H3K9me3 is associated with silent genes. In agreement with previous studies in Drosophila, our results in mosquitoes show that gene structure is related to differences in the distribution of H3K27ac and H3K4me3 enrichment in the gene body, being the most common difference in the chromatin state of expressed genes that contain long introns relative to exons. We also report bivalent chromatin domains that have both repressive H3K9me3 and activating H3K4me3 histone marks in the same region. This pattern is typical of transcription factor genes that are expressed at low levels and have been also found associated with genes involved in development as well as gene imprinting [39, 40]. Despite the fact that the majority of peaks are present at promoters or gene bodies, we report a considerable number of ChIP-seq peaks (~ 40%) located more than 2 Kb from the nearest gene. It has been described that H3K27ac associates with active enhancers in *Drosophila* and other model organisms [41, 42]. In this study, we identified a number of distal H3K27ac-enriched regions that are depleted in H3K9ac/H3K4me3 promoter-like histone modifications and could correspond to enhancer-like sites. Future ChIP-seq studies using specific enhancer-mapping marks, such as H3K4me1, combined with chromatin accessibility profiling are required to confirm the presence of enhancer-like elements in mosquitoes.

Once we showed a relationship between chromatin states and function, our main purpose was to identify malaria-induced chromatin changes in mosquitoes. We could identify 15,916 histone-modified regions (2564 when considering high-confidence peaks) that appeared differentially methylated or acetylated upon infection. Various chromatin states (active, repressive and bivalent chromatin) were identified in the set of regions marked by differential levels of histone modifications. We also observed that differential regions generally display enrichment or depletion of individual marks at specific gene segments, but maintaining the same chromatin state. Importantly, there were 107 promoter or intragenic regions and 133 more distal sites (> 2 Kb) that correspond to genes involved in different pathways of mosquito innate immunity, either as activators or inhibitors of various responses (see [43, 44] for reviews). These include apoptosis, Clip-domain serine proteases and serine protease inhibitors, antimicrobial peptides, enzymes that catalyze generation and detoxification of reactive oxygen species, and components of Toll, NF and IMD immune signaling pathways.

The integration of regions differentially marked by histone modifications with expression levels of annotated genes resulted in the identification of 278 malaria-responsive genes. These genes show local differences in the enrichment of specific active/repressive histone marks that correlate with gene expression changes in the same direction. However, this is not the general rule and most of the differential regions by ChIP-seq do not display noticeable differences in gene expression, and the other way around for differentially expressed genes. It might be that there is a threshold enrichment level that is necessary to activate transcription. It is also unexpected that the comparison of infected with control tissues only identifies a few of these malaria-responsive genes corresponding to factors involved in the immune response. A possible explanation is that the majority of the immune response factors that have been described belong to the early innate immunity response that takes place between 2 and 24 h post-infection, at the ookinete stage, where the most part of the parasite recognition and killing occur [45, 46]. The samples analyzed in this study correspond to the oocyst stage, approximately six and seven days after an infective blood feeding, and the immune factors playing a role at this stage remain still poorly characterized [47].

Cis-regulatory elements are implicated in the control of gene expression because they contain specific DNA sequences that are binding sites for transcription factors and other chromatin remodelers, and often appear enriched in certain histone modifications. These elements are well mapped in *Drosophila* [48], but very few have been identified in mosquitoes [27, 49]. The analysis of differential ChIP-seq peaks located at promoters or gene bodies identified significant enrichment in binding sites that match consensus sequences of TFs previously described in *Drosophila*, including transcription factor deformed epidermal autoregulatory factor-1 (Deaf1) [50]. Indeed, Deaf1 is an important regulator of *Drosophila* immunity that could induce genes encoding for antimicrobial peptides [51]. Another example that we report in this study is Dorsal (Dl), a TF that functions downstream of the Toll pathway [50]. Finally, as a validation of our motif analysis, we find that a portion of the differential ChIP-peaks of histone modifications matches FAIRE-seq peaks described by a previous study on mosquito hemocytes [27]. In this study, authors reported that FAIRE sequences were enriched in binding sites for Deaf1, which is one of the top motifs reported in the present study. New approaches to profiling chromatin accessibility such as ATAC-seq will be useful to further characterize cis-regulatory sequences and TF binding in vivo.

## Conclusions

This study charts genomic landscapes of various active and repressive histone modifications in malaria-infected mosquitoes and integrates these profiles with RNA-seq data to quantify gene expression. Using this approach, we have identified malaria-responsive genes that display changes in the abundance of specific histone modifications. However, the relationship between chromatin and gene expression changes at differential regions is complex, and only a subset of genes shows correlated patterns that agree with the predicted function. Further research to identify regulatory sequences associated with these changes and the transcription factors with which they associate could provide new molecules and targets for vector control.

## Methods

### Mosquito rearing and experimental infections

Three- to 5-day-old female *A. gambiae* mosquitoes were sourced from an outbred colony established in 2008 and repeatedly replenished with F1 from wild-caught mosquito females collected in Soumousso, near Bobo-Dioulasso, southwestern Burkina Faso (West Africa). Mosquitoes were maintained under standard insectary conditions (27 ± 2 °C, 70 ± 5% relative humidity, 12:12 LD). Two independent experimental infections, biological replicates, were carried out by membrane blood feeding in the laboratory as described previously [52–55]. Briefly, females were fed through membranes on gametocyte-infected blood from malaria patients. Venous blood was collected and the serum was replaced by a non-immune AB serum to avoid transmission of human blocking factors. Dissection of mosquito midguts was performed in situ on adult females at 7 days post-blood meal. To determine infection levels, mosquito guts were stained with 2% mercurochrome before microscopic examination. Tissues were maintained in ice-cold Schneider’s insect culture medium (Sigma-Aldrich), and fresh tissues were immediately processed for chromatin and RNA analyses. Prevalence (percentage of infected mosquitoes) and intensity of infection (mean number of oocysts) for each infection performed are included in Additional file 1: Table S1.

### RNA isolation, library preparation and sequencing

We prepared RNA-seq libraries from RNA isolated from two biological replicates of uninfected and infected midgut samples. Total RNA was extracted from fresh mosquito tissues (~ 25 midguts) using the mirVana™ RNA Isolation Kit (Ambion^®^) according to the manufacturer protocol and used for mRNA library preparation. RNA concentration was quantified using a Qubit^®^ 2.0 Fluorometer, and RNA integrity was determined with an Agilent 2100 Bioanalyzer. Illumina libraries were prepared and sequenced at the HudsonAlpha Institute for Biotechnology, using an Illumina HiSeq 2000 sequencer, standard directional RNA-seq library construction and 50 bp paired end reads with ribosomal reduction (RiboMinus™ Eukaryote Kit, Ambion^®^).

### RNA-seq analysis

We mapped RNA paired directional reads to *A. gambiae* PEST strain genome version 4.3 publicly available at VectorBase [56] using TopHat v.2.0.13 [57]. We aligned reads using the option of library type set as first-strand for directional RNA-seq. We used SAMtools v.1.6 [58] for SAM and BAM file manipulation and conversion. We performed quality control analysis using QualiMap v.2.2.1 [59]. Statistics of the RNA-seq analysis for each condition and replicate are shown in Additional file 2: Table S2.

Quantification and differential gene expression analysis was conducted using HTSeq/DESeq2 packages [60, 61]. To count reads, HTSeq configuration parameters were set for a strand-specific assay to separate between sense and antisense transcripts. We used the matrix of raw reads counts as input for the DESeq2 R package, which performs library normalization and uses negative binomial generalized linear models to identify differentially expressed genes. The design included condition as main factor and infection as co-variable to control for inter-experiment variability. In this analysis, genes were considered significantly and differentially expressed if the *P* value was below 0.05.

Sets of differentially expressed genes between conditions, infected and control, were annotated based on the Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) using DAVID [62, 63].

### Chromatin immunoprecipitation

Chromatin immunoprecipitation in mosquito tissues was performed as previously described [26]. Antibodies to histone modifications used in this study were anti-H3K9ac (Millipore #07-352), anti-H3K4me3 (Abcam ab8580), anti-H3K27ac (Abcam ab4729) and anti-H3K9me3 (Abcam ab8898). ChIP-seq libraries were prepared following the procedure described by Bowman et al. [64] and using the HiFi Kapa Sybr library preparation kit (KapaBiosystems). To obtain the quantity needed to perform ChIP-seq, the two samples for which we have RNA-seq expression data were pooled, resulting in one biological replicate for infected mosquito midguts and one biological replicate of uninfected tissues. ChIP-seq libraries were sequenced at the HudsonAlpha Institute for Biotechnology using an Illumina HiSeq2000 sequencer.

### ChIP-seq data analysis

We performed quality control of Illumina reads using QualiMap v.2.2.1 [59] (Additional file 2: Table S2).

Correlation analysis was performed using deepTools2 (v.2.5.0) [65]. We reported Spearman rho correlation coefficients between each pair of histone modification datasets.

We mapped reads for various histone modifications and the input to *A. gambiae* PEST strain genome version 4.3 [56] using Bowtie v.2.2.9 [66] with default parameters except for –no-mixed. Reads were trimmed five bases from each read 5′ end (–trim5 5). Mapped reads were then sorted and deduplicated using SAMtools v.1.6. We applied a quality threshold of 10 in MAPQ score. 

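The libraries behind the deposited counts differ in depth. Infected libraries held 2.89 times the reads of control libraries for H3K9ac, 2.40 times for H3K27ac, 4.57 times for H3K4me3, 7.66 times for H3K9me3 and 6.26 times for input. Each total is 2 times the number of filtered reads in Table S2, so the counts were made from the full libraries. After thinning every library to 9 M reads by binomial sampling, a setting chosen after the data were seen, 624 genes were more than 1.5-fold higher and 648 lower in H3K9ac in infected mosquitoes. H3K27ac was higher at 405 and lower at 1986 genes, H3K4me3 at 461 and 482, and H3K9me3 at 980 and 1631. Each library then holds as many reads as the shallowest ones.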

All libraries were downsampled (SAMtools) to the same number of reads (9 M) for further downstream analysis. To calculate the enrichment, we used the BEDtools software suite (v.2.25.0) [67] to obtain the number of reads overlapping regions of interest. Resulting read counts were normalized (RPKM), input-corrected and log2-transformed using R. We conducted peak calling using the MACS2 (v.2.1.1) [30] “callpeak” module with -t and -c options and default parameters, except for -g 2.73E8 –keep-dup all -B –SPMR -q 0.01 –nomodel. 

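CTLSE1 shows the steps from counts to enrichment. Over this gene and its upstream region, 7888 reads of the infected H3K4me3 library gave an RPKM of 11.0, beside an input RPKM of 4.90. In control mosquitoes 1977 reads gave an RPKM of 12.6, beside an input RPKM of 5.54.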

We further assessed statistical significance of MACS2 peaks using the RECAP software [68] to recalibrate peak calling P-values. Over 99% of MACS2 peaks remained significant according to a recalibrated P-value threshold of 0.05 (Additional file 3: Table S3). For visualization in IGV [69, 70], tracks of input-corrected ChIP-seq signal were computed using the MACS2 “bdgcmp” module (-m ppois) on each pair of fragment pileup and control lambda bedGraph files from peak calling analysis [71].

To quantitatively compare histone modification profiles between infected and control mosquito tissues, we used the diffReps software [33]. This method uses a sliding window approach to identify regions that show significant changes in ChIP-seq signal, without constraining regions to compare by peak calling. ChIP-seq data for infected and control and the corresponding inputs were provided with -tr, -co, –btr and –bco options. Due to the lack of biological replicates, the statistical test used was G-test (-me gt). The threshold P-value was set to 10E−5. Other parameters were set as default except for –window 1000, as recommended for the scanning of histone modification peaks. We performed annotation of MACS2 peaks and diffReps regions to genomic features (TSSs, exons, introns and intergenic regions) using the annotatePeaks.pl module in HOMER (v.3.12) [72]. Based on the density distribution of the distances from upstream MACS2 peaks and diffReps regions to the nearest ATG site, we considered 2 Kb upstream from the translation start site ATG as the putative promoter region.

We used the chromatin state segmentation software ChromHMM [31] to compute genome-wide chromatin state predictions in each condition based on relative enrichment levels of histone modifications. For the binarization of the genome, we used default parameters except for -b 200. We chose a four-states model assuming chromatin states with high levels of enrichment of each histone modification. The chromatin states we found were: depleted (low levels of enrichment for all histone modifications), high levels of enrichment for H3K9me3, high levels of enrichment for H3K9me3 and H3K4me3 (bivalent state) and high levels of enrichment for H3K9ac, H3K27ac and H3K4me3. According to the ChromHMM segmentation, most of the genome is in a depleted state. We assigned predicted chromatin states to different features, such as MACS2 peaks and diffReps regions, using the intersect tool from BEDtools, and we required a minimum overlap between the regions of 51% (-f 0.51).

To obtain a high-confidence set of diffReps regions, we applied a filtering based on multiple thresholds. We filtered out those diffReps regions located in depleted chromatin states (ChromHMM segmentation) at each corresponding condition and displaying FDR > 0.05. We also divided regions in three quantile groups (cut2 function in the Hmisc R package) according to their mean values in log2 Fold Change and in average normalized counts and fold enrichment versus input at each corresponding condition. Regions that fall in the lower quantiles were discarded (Additional file 5: Table S4).

We performed Gene Ontology (GO) terms overrepresentation tests for the sets of genes of interest annotated to diffReps regions using PANTHER Overrepresentation Test [73, 74]. We chose Fisher’s exact with FDR multiple tests correction and applied a threshold of FDR < 0.05. Sets of differentially expressed genes between conditions, infected and control, were annotated based on the Gene Ontology and Kyoto Encyclopedia of Genes and Genomes (KEGG) using DAVID. We used ChromHMM segmentation and plotEnrichment function in chromstaR R package [75] to assess enrichment of predicted chromatin states in certain features of interest, e.g., the subset of genes encoding for immune response factors. Average profile plots and heatmaps representing enrichment of histone modifications (RPKM normalized, input-corrected and centered on gene coordinates) were built using ngs.plot (v.2.61) [76].

### Integration of RNA and ChIP-seq data

To connect patterns of histone modifications with regulation of gene expression, we ordered genes annotated to MACS2 peaks by mRNA levels and showed histone modification enrichment levels at those gene bodies and promoter regions. Correlation between histone modification enrichment levels and mRNA levels was assessed using Spearman rank correlation test (cor.test R function). To measure the quantitative association between histone modifications and mRNA levels, we fitted a linear regression model using the lm R function [77–79]. The model considered mRNA levels as response and histone modification enrichment levels as covariates and computed the R-squared (R2) value, which measures the proportion of the variance of the response that is explained by changes in the covariates. For selecting the best model and testing the linear model fit of different combinations of histone modifications, we used the MuMIn R package (dredge function) [80] and kept the model with higher likelihood and R2 and delta AICc < 2. Multicollinearity was assessed using the R package car [81]. VIF values for all the covariates were below 3. For assessing the relative importance of the covariates as predictors, we used the R2 decomposition method implemented in the calc.relimp function of the relaimpo R package [82].

To connect differential enrichment of histone modifications with regulation of gene expression, we filtered those genes containing high-confidence diffReps regions in promoters and gene bodies and performed a soft clustering approach using the Mfuzz R package [37] over the ratio of histone modifications between conditions (ratio of enrichment at infected to uninfected samples). Using a standard m fuzzy c-means parameter of 1.7, a total of 30 clusters were created. Clusters with certain patterns of histone modifications were isolated creating unique groups (Additional file 4: Figure S5). Only elements with a membership value higher than 51% within each particular cluster were considered. Next, we used the clustering order based on the ratio of histone modification enrichment to show mRNA levels of the corresponding genes (ratio of mRNA levels at infected to uninfected samples). To check the validity of our results and to further assess the functional output and transcriptional shift associated with different chromatin states, we focused on patterns showing maximum enrichment of certain histone modification at both infected and uninfected. We categorized genes into high, medium or low expression groups at each condition by dividing the mRNA levels in three quantile groups according to their means (cut2 R function), and we filtered out low-expressed genes. Based on the soft clustering of each region and each gene mRNA level, we then isolated those cases where differential histone enrichment profiles, a gain/loss in active hPTMs or gain/loss in the repressive H3K9me3 modification, coincide with the expected functional output: up- or down-regulation of the gene. We also performed a soft clustering analysis with the same parameters as above computing histone modification enrichment ratios at promoters and gene bodies of significant differentially expressed genes according to DESeq2 (*P* value < 0.05), with similar results (Additional file 4: Figures S7, S8, Additional file 8: Table S7).

Heatmaps showing histone modification enrichment and mRNA levels were built using the iheatmapr R package [83]. Bar and violin plots were produced using the ggplot2 R package [84]. For comparative and visualization purposes, histone enrichment signals and mRNA levels were log2-transformed. When computing histone modifications enrichments and ratios, a pseudocount (0.1) was added to obtain finite values (avoid dividing by 0 in ratios) when input-correcting or converting the signal to log2 scale. 

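The authors' deposited ratios follow formulas that were recomputed here from the deposited RPKM with the same results. Enrichment is RPKM / (input RPKM + 0.1), the ratio between conditions is the infected enrichment / (control enrichment + 0.1), and log2 values are log2(ratio + 0.1). In the authors' deposited table H3K9me3 is more than 1.5-fold higher at 263 and lower at 2010 genes in infected mosquitoes, with a median of −0.07, and H3K27ac is higher at 25 and lower at 492 genes. With the constant added to both RPKM values of each ratio, as computed here, the corresponding median of H3K9me3 is 0.03. PGRPLC, which has little H3K9me3 in either condition, is at −1.14 in H3K9me3 in the authors' deposited table.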

When categorizing values in quantile groups according to their means, high, medium and low groups, we used the cut2 function in the Hmisc R package [85].

We identified potential enhancer-like regions in infected and control conditions by taking distal (> 2 Kb upstream from the ATG) H3K27ac MACS2 peaks overlapping with active chromatin state regions according to the ChromHMM genome segmentation analysis. From these active regions, we subset only those overlapping with H3K27ac MACS2 peaks of enrichment but that appeared depleted in all other histone modifications. Average profile plots representing RNA-seq signal (RPM) at these regions were built using ngs.plot (v.2.61).

### Motif analysis

We conducted de novo motif analysis using HOMER software (v.3.12) [72] on the set of MACS2 peaks that intersect with high-confidence diffReps regions and annotate to genes (promoters and gene bodies). For this analysis, we considered the center of the ChIP-seq peak region and slopped 100 bp in each direction. We limited the number of background sequences to double the number of ChIP-seq target sequences for each histone modification. Only motifs enriched in more than 5% of the target sequences and below a threshold P-value of 10E−15 were considered, and results corresponding to low complexity motifs and offsets or degenerate versions of highly enriched motifs were avoided. The purpose of this analysis was to identify enrichment in particular sequence footprints associated with changes in histone modifications occupancy that are associated with *P. falciparum* infection. We used the annotatePeaks.pl module in HOMER to find motif occurrences in each histone-specific ChIP-seq peaks sets.

## Additional files

**Additional file 1: Table S1.** Information on the prevalence of infection (percentage of infected mosquitoes) and the intensity of infection (mean number of oocysts).

**Additional file 2: Table S2.** Summary of RNA-seq and ChIP-seq alignment statistics.

**Additional file 3: Table S3.** Set of MACS2 ChIP-seq peaks for each histone modification in the infected and uninfected mosquito tissues. Information on the annotation to genomic features, location, Gene Ontology (GO) terms and data from PFAM and KEGG databases is included.

**Additional file 4.** Supplementary figures 1–8.

**Additional file 5: Table S4.** Set of regions with differential enrichment of histone modifications between infected and uninfected mosquito tissues. Information on the annotation to genomic features, location, predicted chromatin states, MACS2 peaks overlap, mRNA levels of the nearest gene, GO terms and data from PFAM and KEGG databases is included.

**Additional file 6: Table S5.** Results of the soft clustering analysis on the set of genes with high-confidence diffReps regions located in the promoter or the gene body. Genes are clustered based on the histone modification enrichment profiles (ratio of enrichment in infected versus control condition). The ratio is normalized (RPKM) and input-corrected. The ChIP-seq signal for each histone modification and mRNA levels of the corresponding genes are included.

**Additional file 7: Table S6.** Set of genes showing significant differential gene expression according to DESeq2 analysis. Information on GO terms and PFAM and KEGG database annotations are included. Overlap with high-confidence diffReps regions is indicated.

**Additional file 8: Table S7.** Results of the soft clustering analysis on the set of significant differentially expressed genes according to DESeq2 analysis. Genes are clustered based on the histone modification enrichment profiles (ratio of enrichment in infected versus control condition). The ratio is normalized (RPKM) and input-corrected. The ChIP-seq signal for each histone modification and mRNA levels of the corresponding genes are included.

## References

[1] WHO (2017). World malaria report.

[2] Vlachou D, Schlegelmilch T, Christophides GK, Kafatos FC (2005). Functional genomic analysis of midgut epithelial responses in Anopheles during Plasmodium invasion. Curr Biol.

[3] Blandin S, Levashina EA (2004). Mosquito immune responses against malaria parasites. Curr Opin Immunol.

[4] Akman-Anderson L, Olivier M, Luckhart S (2007). Induction of nitric oxide synthase and activation of signaling proteins in Anopheles mosquitoes by the malaria pigment, hemozoin. Infect Immun.

[5] Blandin SA, Marois E, Levashina EA (2008). Antimalarial responses in *Anopheles gambiae*: from a complement-like protein to a complement-like pathway. Cell Host Microbe.

[6] Bartholomay LC, Michel K (2018). Mosquito immunobiology: the intersection of vector health and vector competence. Ann Rev Entomol.

[7] Pollitt LC, Bram JT, Blanford S, Jones MJ, Read AF (2015). Existing infection facilitates establishment and density of malaria parasites in their mosquito vector. PLoS Pathog.

[8] Simões ML, Dimopoulos G (2015). A mosquito mediator of parasite-induced immune priming. Trends Parasitol.

[9] Lambrechts L, Chavatte JM, Snounou G, Koella JC (2006). Environmental influence on the genetic basis of mosquito resistance to malaria parasites. Proc Biol Sci.

[10] Lefevre T, Vantaux A, Dabire KR, Mouline K, Cohuet A (2013). Non-genetic determinants of mosquito competence for malaria parasites. PLoS Pathog.

[11] Feil R, Fraga MF (2012). Epigenetics and the environment: emerging patterns and implications. Nat Rev Genet.

[12] Gut P, Verdin E (2013). The nexus of chromatin regulation and intermediary metabolism. Nature.

[13] Kouzarides T (2007). Chromatin modifications and their function. Cell.

[14] Yin H, Sweeney S, Raha D, Snyder M, Lin H (2011). A high-resolution whole-genome map of key chromatin modifications in the adult *Drosophila melanogaster*. PLoS Genet.

[15] Merkling SH, Bronkhorst AW, Kramer JM, Overheul GJ, Schenck A, Van Rij RP (2015). The epigenetic regulator G9a mediates tolerance to RNA virus infection in Drosophila. PLoS Pathog.

[16] Anreiter I, Kramer JM, Sokolowski MB (2017). Epigenetic mechanisms modulate differences in Drosophila foraging behavior. Proc Natl Acad Sci USA.

[17] Dobson AJ, Ezcurra M, Flanagan CE, Summerfield AC, Piper MDW, Gems D, Alic N (2017). Nutritional programming of Lifespan by FOXO inhibition on sugar-rich diets. Cell Rep.

[18] Bantignies F, Grimaud C, Lavrov S, Gabut M, Cavalli G (2003). Inheritance of Polycomb-dependent chromosomal interactions in Drosophila. Genes Dev.

[19] Margueron R, Reinberg D (2010). Chromatin structure and the inheritance of epigenetic information. Nat Rev Genet.

[20] Campos EI, Stafford JM, Reinberg D (2014). Epigenetic inheritance: histone bookmarks across generations. Trends Cell Biol.

[21] Stroud H, Su SC, Hrvatin S, Greben AW, Renthal W, Boxer LD, Nagy MA, Hochbaum, Kinde B, Gabel HW (2017). Early-life gene expression in neurons modulates lasting epigenetic states. Cell.

[22] Coleman RT, Struhl G (2017). Causal role for inheritance of H3K27me3 in maintaining the OFF state of a Drosophila HOX gene. Science.

[23] Osborne AJ, Dearden PK (2017). A ‘phenotypic hangover’: the predictive adaptive response and multigenerational effects of altered nutrition on the transcriptome of *Drosophila melanogaster*. Environ Epigenet.

[24] Ciabrelli F, Comoglio F, Fellous S, Bonev B, Ninova M, Szabo Q, Xuéreb A, Klopp C, Aravin A, Paro R (2017). Stable Polycomb-dependent transgenerational inheritance of chromatin states in Drosophila. Nat Genet.

[25] Gomez-Diaz E, Jorda M, Peinado MA, Rivero A (2012). Epigenetics of host-pathogen interactions: the road ahead and the road behind. PLoS Pathog.

[26] Gómez-Díaz E, Rivero A, Chandre F, Corces VG (2014). Insights into the epigenomic landscape of the human malaria vector *Anopheles gambiae*. Front Genet.

[27] Pérez-Zamorano B, Rosas-Madrigal S, Lozano OAM, Méndez MC, Valverde-Garduño V (2017). Identification of cis-regulatory sequences reveals potential participation of lola and Deaf1 transcription factors in *Anopheles gambiae* innate immune response. PLoS ONE.

[28] Zakovic S, Levashina EA (2017). NF-κB-like signaling pathway REL2 in immune defenses of the Malaria vector *Anopheles gambiae*. Front Cell Infect Microbiol.

[29] Tripet F, Aboagye-Antwi F, Hurd H (2008). Ecological immunology of mosquito–malaria interactions. Trends Parasitol.

[30] Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, Nusbaum C, Myers RM, Brown M, Li W (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol.

[31] Ernst J, Kellis M (2012). ChromHMM: automating chromatin-state discovery and characterization. Nat Methods.

[32] Kharchenko PV, Alekseyenko AA, Schwartz YB, Minoda A, Riddle NC, Ernst J, Sabo PJ, Larschan E, Gorchakov AA, Gu T (2011). Comprehensive analysis of the chromatin landscape in *Drosophila melanogaster*. Nature.

[33] Shen L, Shao N-Y, Liu X, Maze I, Feng J, Nestler EJ (2013). diffReps: detecting differential chromatin modification sites from ChIP-seq data with biological replicates. PLoS ONE.

[34] Brucker RM, Funkhouser LJ, Setia S, Pauly R, Bordenstein SR (2012). Insect innate immunity database (IIID): an annotation tool for identifying immune genes in insect genomes. PLoS ONE.

[35] Waterhouse RM, Kriventseva EV, Meister S, Xi Z, Alvarez KS, Bartholomay LC, Barillas-Mury C, Bian G, Blandin S, Christensen BM (2007). Evolutionary dynamics of immune-related genes and pathways in disease-vector mosquitoes. Science.

[36] Souvannaseng L, Hun LV, Baker H, Klyver JM, Wang B, Pakpour N, Bridgewater JM, Napoli E, Giulivi C, Riehle MA (2018). Inhibition of JNK signaling in the Asian malaria vector *Anopheles stephensi* extends mosquito longevity and improves resistance to *Plasmodium falciparum* infection. PLoS Pathog.

[37] Kumar L, Futschik ME (2007). Mfuzz: a software package for soft clustering of microarray data. Bioinformation.

[38] Rinker DC, Pitts RJ, Zwiebel LJ (2016). Disease vectors in the era of next generation sequencing. Genome Biol.

[39] Bernstein BE, Mikkelsen TS, Xie X, Kamal M, Huebert DJ, Cuff J, Fry B, Meissner A, Wernig M, Plath K (2006). A bivalent chromatin structure marks key developmental genes in embryonic stem cells. Cell.

[40] Voigt P, Tee WW, Reinberg D (2013). A double take on bivalent promoters. Genes Dev.

[41] Creyghton MP, Cheng AW, Welstead GG, Kooistra T, Carey BW, Steine EJ, Hanna J, Lodato MA, Frampton GM, Sharp PA (2010). Histone H3K27ac separates active from poised enhancers and predicts developmental state. Proc Natl Acad Sci USA.

[42] Pradeepa MM (2017). Causal role of histone acetylations in enhancer function. Transcription.

[43] Lemaitre B, Hoffmann J (2007). The host defense of *Drosophila melanogaster*. Annu Rev Immunol.

[44] Marois E (2011). The multifaceted mosquito anti-Plasmodium response. Curr Opin Microbiol.

[45] Habtewold T, Groom Z, Christophides GK (2017). Immune resistance and tolerance strategies in malaria vector and non-vector mosquitoes. Parasites Vectors.

[46] Baton LA, Ranford-Cartwright LC (2012). Ookinete destruction within the mosquito midgut lumen explains *Anopheles albimanus* refractoriness to *Plasmodium falciparum* (3D7A) oocyst infection. Int J Parasitol.

[47] Smith RC, Barillas-Mury C (2016). *Plasmodium oocysts*: overlooked targets of mosquito immunity. Trends Parasitol.

[48] Negre N, Brown CD, Ma L, Bristow CA, Miller SW, Wagner U, Kheradpour P, Eaton ML, Loriaux P, Sealfon R (2011). A cis-regulatory map of the *Drosophila genome*. Nature.

[49] Behura SK, Sarro J, Li P, Mysore K, Severson DW, Emrich SJ, Duman-Scheel M (2016). High-throughput cis-regulatory element discovery in the vector mosquito *Aedes aegypti*. BMC Genom.

[50] Govind S (2008). Innate immunity in Drosophila: pathogens and pathways. Insect Sci.

[51] Reed DE, Huang XM, Wohlschlegel JA, Levine MS, Senger K (2008). DEAF-1 regulates immunity gene expression in Drosophila. Proc Natl Acad Sci USA.

[52] Alout H, Djègbè I, Chandre F, Djogbénou LS, Dabiré RK, Corbel V, Cohuet A (2014). Insecticide exposure impacts vector–parasite interactions in insecticide-resistant malaria vectors. Proc R Soc B.

[53] Vantaux A, Dabiré KR, Cohuet A, Lefèvre T (2014). A heavy legacy: offspring of malaria-infected mosquitoes show reduced disease resistance. Malar J.

[54] Da DF, Churcher TS, Yerbanga RS, Yaméogo B, Sangaré I, Ouedraogo JB, Sinden RE, Blagborough AM, Cohuet A (2015). Experimental study of the relationship between Plasmodium gametocyte density and infection success in mosquitoes; implications for the evaluation of malaria transmission-reducing interventions. Exp Parasitol.

[55] Gendrin M, Rodgers FH, Yerbanga RS, Ouédraogo JB, Basáñez M-G, Cohuet A, Christophides GK (2015). Antibiotics in ingested human blood affect the mosquito microbiota and capacity to transmit malaria. Nat Commun.

[56] Giraldo-Calderon GI, Emrich SJ, MacCallum RM, Maslen G, Dialynas E, Topalis P, Ho N, Gesing S, VectorBase C, Madey G (2015). VectorBase: an updated bioinformatics resource for invertebrate vectors and other organisms related with human diseases. Nucleic Acids Res.

[57] Kim D, Pertea G, Trapnell C, Pimentel H, Kelley R, Salzberg SL (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol.

[58] Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, Marth G, Abecasis G, Durbin R (2009). Genome project data processing S: the sequence alignment/map format and SAMtools. Bioinformatics.

[59] Okonechnikov K, Conesa A, Garcia-Alcalde F (2016). Qualimap 2: advanced multi-sample quality control for high-throughput sequencing data. Bioinformatics.

[60] Anders S, Pyl PT, Huber W (2015). HTSeq—a python framework to work with high-throughput sequencing data. Bioinformatics.

[61] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

[62] Jiao X, Sherman BT, Huang DW, Stephens R, Baseler MW, Lane HC, Lempicki RA (2012). DAVID-WS: a stateful web service to facilitate gene/protein list analysis. Bioinformatics.

[63] Huang DW, Sherman BT, Lempicki RA (2008). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc.

[64] Bowman SK, Simon MD, Deaton AM, Tolstorukov M, Borowsky ML, Kingston RE (2013). Multiplexed Illumina sequencing libraries from picogram quantities of DNA. BMC Genom.

[65] Ramirez F, Ryan DP, Gruning B, Bhardwaj V, Kilpert F, Richter AS, Heyne S, Dundar F, Manke T (2016). deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic Acids Res.

[66] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat Methods.

[67] Quinlan AR, Hall IM (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics.

[68] Chitpin JG (2018). Awdeh A.

[69] Robinson JT, Thorvaldsdottir H, Winckler W, Guttman M, Lander ES, Getz G, Mesirov JP (2011). Integrative genomics viewer. Nat Biotechnol.

[70] Thorvaldsdottir H, Robinson JT, Mesirov JP (2013). Integrative genomics viewer (IGV): high-performance genomics data visualization and exploration. Brief Bioinform.

[71] MACS. Build signal track. https://github.com/taoliu/MACS/wiki/Build-Signal-Track.

[72] Heinz S, Benner C, Spann N, Bertolino E, Lin YC, Laslo P, Cheng JX, Murre C, Singh H, Glass CK (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol Cell.

[73] Thomas PD, Campbell MJ, Kejariwal A, Mi H, Karlak B, Daverman R, Diemer K, Muruganujan A, Narechania A (2003). PANTHER: a library of protein families and subfamilies indexed by function. Genome Res.

[74] Mi H, Dong Q, Muruganujan A, Gaudet P, Lewis S, Thomas PD (2010). PANTHER version 7: improved phylogenetic trees, orthologs and collaboration with the gene ontology consortium. Nucleic Acids Res.

[75] Taudt A, Nguyen MA, Heinig M, Johannes F, Colome-Tatche M (2016). chromstaR: tracking combinatorial chromatin state dynamics in space and time. bioRxiv.

[76] Shen L, Shao N, Liu X, Nestler E (2014). ngs.plot: quick mining and visualization of next-generation sequencing data by integrating genomic databases. BMC Genom.

[77] Gomez-Diaz E, Yerbanga RS, Lefevre T, Cohuet A, Rowley MJ, Ouedraogo JB, Corces VG (2017). Epigenetic regulation of *Plasmodium falciparum* clonally variant gene expression during development in *Anopheles gambiae*. Sci Rep.

[78] Zhou X, Cain CE, Myrthil M, Lewellen N, Michelini K, Davenport ER, Stephens M, Pritchard JK, Gilad Y (2014). Epigenetic modifications are associated with inter-species gene expression variation in primates. Genome Biol.

[79] Dong X, Greven MC, Kundaje A, Djebali S, Brown JB, Cheng C, Gingeras TR, Gerstein M, Guigó R, Birney E (2012). Modeling gene expression using chromatin features in various cellular contexts. Genome Biol.

[80] Bartoń K. Multi-model inference. R package version. 2018; 1: 42.

[81] Fox J, Weisberg S (2018). An R companion to applied regression.

[82] Grömping U (2006). Relative importance for linear regression in R: the package relaimpo. J Stat Softw.

[83] Schep AN, Kummerfeld SK (2017). iheatmapr: interactive complex heatmaps in R. J Open Sour Softw.

[84] Wickham H (2016). ggplot2: elegant graphics for data analysis.

[85] Harrell FE with contributions from Charles Dupont and many others. Hmisc: Harrell miscellaneous. R package version. 2017; 4:0–3.

How the deposited data were processed for this re-analysis (not part of the article)

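Chromatin immunoprecipitation followed by sequencing was measured in midguts of *A. gambiae* on day 7 after the blood meal, in mosquitoes infected with *P. falciparum* and in blood-fed controls. For each of the 2 conditions there is 1 library for each of the 4 marks and 1 input library, each from a pool of 2 infections, and all 10 libraries were used. The 4 RNA-seq libraries of the study have no table of values among the data, so RNA-seq was not analysed here and mRNA values are the paper's. Per the submitters' processing notes, the authors trimmed 5 bases, aligned the reads to the PEST assembly with Bowtie2 2.2.9 (RNA-seq with TopHat2 2.0.13), handled alignments with SAMtools 1.6, and used HOMER 3.12, MACS2 2.1.1, bedtools, deepTools, HTSeq and DESeq2, the last 4 without a version in these notes. The same notes state that duplicates and alignments with a mapping quality under 10 were removed.

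The deposited count of a gene is the number of reads that the authors counted over the gene and the 2 kb upstream of it. The deposited RPKM was made by the authors from these counts with the length of the region and the reads of the library, and the library size behind each RPKM was recomputed from counts and lengths. The deposited ratio to input was made by the authors as RPKM / (input RPKM + 0.1), and their ratio between conditions as the infected ratio / (control ratio + 0.1). The deposited log2 values were made by the authors as log2(ratio + 0.1). All of these were recomputed from the deposited RPKM and were the same. The table holds 13624 genes.

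From the RPKM, log2 enrichment over input was computed with a pseudocount of 0.1 on ChIP and input, for the 12910 genes with an input RPKM of at least 1 in both conditions; 714 genes were left out. The infected to control ratio is the difference of log2 enrichment. With a single library per mark and condition no test was made and no p-value is given. Genes past 1.5-fold were counted, and the same count for the input libraries stands beside them. Counting intervals at 95% were computed from fragments, since both mates of a pair are counted, by the delta method for ratios and as exact Clopper-Pearson intervals for enrichment. Counting error alone was simulated 20 times per mark with Poisson counts under equal enrichment and equal input. Spearman's rho, variance shares of a linear model averaged over the orders of entry of the marks, medians by list and classes of genes were computed across genes. A class was set by enrichment above 1.5-fold: active (H3K27ac or H3K9ac without H3K9me3), bivalent (H3K4me3 with H3K9me3), repressed (H3K9me3 without H3K4me3) or none of these. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used.

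Depth differs between libraries, from 9.04 M reads in control H3K9me3 to 71.6 M in infected input. The median counting half-width of a gene's log2 ratio was 0.43 for H3K9ac, 0.35 for H3K27ac, 0.38 for H3K4me3 and 0.51 for H3K9me3. The procedure was tested on simulated data with 200 genes set to differ by 2-fold or 3-fold. Input was set equal in both conditions, unlike in the data. The shares below thus cover counting error and not the difference between the input libraries. Of the genes set to 2-fold, 94.9% were past 1.5-fold for H3K9ac and for H3K27ac, 96.0% for H3K4me3 and 93.0% for H3K9me3. Of those set to 3-fold, 99.0% were for H3K27ac and all for the other marks. Of the genes set equal, 2.73%, 1.61%, 1.51% and 4.64% were past 1.5-fold for H3K9ac, H3K27ac, H3K4me3 and H3K9me3.

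Genes are named by a rule set before the data were examined. It takes every gene the paper names that can be matched by identifier, the 5 highest and 5 lowest ratios per mark among genes that pass the filter with at least 50 reads in both inputs and in at least 1 of the 2 ChIP libraries, the 2 highest and 2 lowest members of each gene list, and genes marked as immune in the paper's tables. Values in the paper's tables count as seen. Genes with no name in the sources are given at most 2 in each direction per mark, and genes whose regions overlap a named gene were added after the data were seen. Of 27 gene lists fixed before the data were examined, 7 had at least 5 members in hand: CLIP-domain proteases, trypsin-like and other digestive proteases, peritrophic and chitin-binding proteins, detoxification enzymes, cuticular proteins, sarcomere and actin-binding proteins, and homeobox and related factors. The other 20 lists, with fewer members, were not summarised. The 41 genes marked as immune in the paper's tables form a further group. Names and protein domains come from the paper's tables, which hold 477 of the 1208 genes of Table S5, 527 of the 19349 rows of Table S4, 600 of the 712 genes of Table S6 and all 389 genes of Table S7 in the form available.

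Alternatives set before the data were examined were pseudocounts of 1 and 0.01, no division by input, the mean of both inputs as the input of both conditions, ratios centred on the median gene, quantile normalization of enrichment between conditions, no filter, an input RPKM of at least 2, and a class threshold of 2-fold. Alternatives chosen after the data were seen were the authors' own ratios, libraries thinned to 9 M reads by binomial sampling, genes on the 5 chromosome arms, genes whose region overlaps no other, and the genes of Table S5 alone for mRNA levels. Promoters and gene bodies could not be separated, since the table has a single region per gene. Gene structure was left out, since an annotation of the assembly was not used here. The comparison of list medians with random lists of the same size was left out, since the lists hold only members from tables that the authors chose on these libraries and that are available in part.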

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

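The tests of division by input, of genes chosen without input, of a bias shared by the H3K4me3 library, of a loss of H3K27ac and of H3K9me3 being lower where mRNA is higher were chosen after the patterns had been seen. The tests of a bias shared by the H3K9me3 library, of the partial correlation and of the authors' constants were chosen before their results.

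The 37 mitochondrial genes, which the paper does not discuss, stood out from all other genes in H3K9ac. Their median log2 ratio of infected to control H3K9ac RPKM was 3.76 without division by input, and the median ratio of their input RPKM was 1.47, so both signals are above the level in control mosquitoes. The median mitochondrial H3K9ac RPKM was 49.0 in infected and 3.66 in control mosquitoes, and the input RPKM 123 and 44.4. After division by input the median ratio was 2.29 for H3K9ac, −2.52 for H3K27ac, −2.10 for H3K4me3 and −2.18 for H3K9me3. Mitochondrial DNA is not packed by histones, so these values describe the content of the libraries and not a mark. Why the libraries differ in mitochondrial reads was not tested.

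The input libraries, which the paper uses to correct the marks and does not compare with each other, differed between conditions. In input RPKM 1446 genes were more than 1.5-fold higher in infected mosquitoes and 65 lower. Simulated counting error alone put 26.0 genes above and 8.15 below that size.

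Of the 1331 genes more than 1.5-fold lower in H3K27ac in infected mosquitoes, 49.4% were among the 1291 genes (10%) highest in control H3K27ac enrichment, which shares the control input with both the input ratio and the H3K27ac ratio, against 4.71% in simulations with equal libraries. At these 1291 genes the input ratio exceeded that of all genes by 0.42 on the log2 scale, and without division by input the H3K4me3 ratio by 0.34, H3K9ac by 0.19, H3K27ac by 0.02 and H3K9me3 by 0.01; simulations with equal libraries gave an input excess of 0.04, and the genes highest in control H3K27ac RPKM, chosen without input, held 35.1% of the 1331 and had excesses of 0.37 in input, 0.33 in H3K4me3 and 0.01 in H3K9me3. Division by the input libraries may account for the pattern, since 6.16% of the 1331 genes remained past 1.5-fold without it. These genes were chosen on the ratio divided by input, so part of that fall is set in advance and the share cannot decide. A bias of the infected chromatin preparation could lie behind the input itself, since the H3K4me3 library shared 0.803 of the input excess. A rise of H3K4me3 at these genes would give the same value, so this cannot decide either. The H3K9me3 library shared 0.0345 of the input excess, within the range set against a bias common to that library. This does not exclude such a bias, since a fall of H3K9me3 at these genes would hide it. Loss of H3K27ac on infection cannot be told apart from a bias of the infected preparation. The median H3K27ac ratio of the 1331 genes was −0.0743 without division by input, but a preparation that favours these genes would hide a loss in that value.

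Lower H3K9me3 at differentially expressed genes with more mRNA in infected mosquitoes cannot be told apart from an effect of the division by input. At a given input ratio the rank correlation of the H3K9me3 ratio with the paper's mRNA ratio was −0.162 over 386 genes of Table S7, and without division by input the correlation was −0.132. What keeps the question open is that the input ratio follows the mRNA ratio with a rho of 0.594, and that −0.162 and −0.132 lie between the limits set for and against each explanation. Over the genes of Table S5, for which these limits were not set, the same correlations were −0.0582, within the range set for the division by input, and 0.0830, on the side set against lower H3K9me3.

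The authors' own ratios hold more genes lower in H3K9me3 in infected mosquitoes, 2010 past 1.5-fold, than the ratios with a constant on both terms, 1212. Both counts rest on the same genes and RPKM and differ only in where the constants are added, so the step between them comes from the constants. With the infected ratio set equal to the control ratio, the authors' formula puts 179 genes past 1.5-fold lower. This is 8.91% of the 2010, within the range set against the constants as the cause. Equal ratios hold no counting error or other spread, so this test cannot say how many genes the constants move past 1.5-fold in the data. The median of all genes with equal ratios was −0.09, and −0.07 in the authors' table.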

How the results depend on the processing

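The authors' own ratios, thinning to 9 M reads, genes on the chromosome arms, genes whose region overlaps no other and the genes of Table S5 alone were chosen as alternatives after seeing the data. No paired analysis was possible because each mark has a single library per condition, and the numbers in the labels belong to RNA-seq libraries that were not analysed. Control H3K9me3, with 9.04 M reads, and the other shallow control libraries limit the precision of every ratio. Promoters or gene bodies alone and gene structure were not run, since the table has a single region per gene and an annotation was not used here. Using the mean of both inputs gives the same ratios as no division by input, and centring sets the median of each mark to 0 by construction. Where a value below moved or turned, the cause was not tested.

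Of 1036 values of named genes under alternatives, 920 stayed within their counting interval of the reported ratio, 94 moved and 22 turned direction. This total includes 109 values under the input RPKM of at least 2, a filter that cannot change a ratio. It also includes 116 under each pseudocount, all of which stayed. Without division by input 74 of 116 values stayed, 32 moved and 10 turned, and the mean of both inputs repeats these values. Of 128 enrichment values of named genes 113 stayed and 15 moved. Of 96 list medians 66 stayed, 24 moved and 6 turned, and of 90 counts of genes past 1.5-fold 40 stayed within 1.5 times the reported count and 50 did not. Of 44 medians of all genes 34 stayed, 9 moved and 1 turned. Of 48 correlations of ratios with mRNA 26 stayed, 12 moved and 10 turned, and of 48 medians by mRNA direction 32 stayed, 10 moved and 6 turned. Of 24 correlations with mRNA level 21 stayed, 2 moved and 1 turned; of 30 variance shares 26 stayed and 4 moved. Of 15 cluster medians 10 stayed, 4 moved and 1 turned. Of 9 class sizes under the other threshold 6 stayed and 3 did not, and of 10 percents of genes past 1.5-fold 7 stayed and 3 moved. Correlations between conditions (12 values) stayed under no division by input, no filter and a pseudocount of 1. Correlations between marks (12 values) stayed without a filter and were not run without division by input.

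Without division by input, which for genes and counts is the same as the mean of both inputs, the median ratio of all genes was 0.16 for H3K9ac, −0.0046 for H3K27ac, 0.20 for H3K4me3 and 0.17 for H3K9me3. Higher and lower genes were 743 and 96 in H3K9ac, 47 and 185 in H3K27ac and 1445 and 109 in H3K4me3, with 182 lower in H3K9me3. Genes that turned were AGAP002685 (0.065), AGAP009887 (0.0066), AGAP011243 (0.11), CACT (0.26), CASPL2 (0.27) and PGRPLC (0.16) in H3K27ac, AGAP002685 (0.35), AGAP011243 (0.19) and PGRPLC (0.37) in H3K9ac, and PGRPLC (0.0019) in H3K9me3. Rho of H3K4me3 with mRNA level in infected mosquitoes was 0.0697.

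Also without division by input, the medians over genes of Table S5 with more mRNA in infected and in control mosquitoes were 0.33 and 0.20 for H3K9ac, 0.054 and −0.082 for H3K27ac and 0.53 and 0.11 for H3K4me3, and 0.17 in the former for H3K9me3. Over genes of Table S7 they were 0.27 and 0.082 for H3K9ac, and in the former 0.066 for H3K27ac, 0.51 for H3K4me3 and 0.13 for H3K9me3. The control H3K9me3 cluster of Table S5 had 0.042. Lists were at −0.13 (CLIP-domain proteases) and 0.066 (immune genes) in H3K9ac, −0.20, −0.038 and, for detoxification enzymes, 0.084 in H3K27ac, 0.16 (immune genes) in H3K4me3 and 0.19 (detoxification enzymes) in H3K9me3. Rho of the ratios in Table S5 was 0.315 for H3K9ac, 0.324 for H3K27ac, 0.523 for H3K4me3 and 0.0830 for H3K9me3. Within genes with more mRNA in infected mosquitoes it was 0.0729 for H3K9ac and 0.0229 for H3K27ac, and within those with more in control mosquitoes 0.429, 0.319 and, for H3K9me3, 0.177. In Table S7 rho was 0.465, 0.331, 0.616 and −0.132 for H3K9ac, H3K27ac, H3K4me3 and H3K9me3.

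With quantile normalization H3K27ac ratios were 0.046 for AGO4, 0.26 for CACT, 0.068 for detoxification enzymes, −0.048 for immune genes, 0.049 for sarcomere and actin-binding proteins, 0.0017 for digestive proteases and 0.0063 for all genes, with 158 genes lower in H3K27ac, 181 higher in H3K9ac and 766 lower in H3K9me3. With centred ratios 440 genes were higher and 367 lower in H3K27ac, and 161 lower in H3K9ac. With a pseudocount of 1, higher and lower genes were 146 and 82 in H3K9ac, 31 and 667 in H3K27ac, 30 and 92 in H3K4me3, 188 and 709 in H3K9me3 and 754 and 10 in input. Without a filter 575 genes were higher in H3K9ac, 276 in H3K27ac and 250 in H3K4me3, with 307 lower in H3K4me3 and 196 lower in input, and with an input RPKM of at least 2 there were 35 lower in input. At a class threshold of 2-fold 2802 genes were active in infected mosquitoes and 216 in infected and 200 in control mosquitoes bivalent.

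With the authors' own ratios, higher and lower genes were 167 and 90 in H3K9ac, 25 and 492 in H3K27ac and 263 and 2010 in H3K9me3, with 70 higher in H3K4me3. At genes with more mRNA in infected mosquitoes the median was −0.27 in Table S5 and −0.25 in Table S7 for H3K27ac, and −0.44 and −0.43 for H3K9me3, and rho was −0.251 and −0.108 for H3K9ac and −0.197 and −0.275 for H3K27ac. Thinned to 9 M reads, higher and lower genes were 624 and 648 in H3K9ac and 461 and 482 in H3K4me3, with 405 higher in H3K27ac, 980 higher in H3K9me3 and 213 lower in input. At genes whose region overlaps no other the median H3K27ac ratio was −0.11, and 6.38% of them were lower in H3K27ac, 4.49% lower in H3K9me3 and 4.73% higher in input. Over the genes of Table S5 alone rho of H3K4me3 with mRNA level was −0.258 in infected and −0.314 in control mosquitoes.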

Differences from the paper's values

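For the rank correlation of H3K27ac enrichment with mRNA level in infected mosquitoes the paper's value is about 0.45 in Fig. 1e, read by eye, and the value here is 0.529. It differs also under the alternatives set before the data were examined, at 0.533 with a pseudocount of 1 and at 0.547 without division by input. For the share of mRNA variance of H3K27ac in infected mosquitoes the paper's value is about 13% in Fig. 1e, read by eye, and the value here is 21.0%, with 20.7% at a pseudocount of 1 and 19.9% without division by input, which differ too. For H3K9me3 the paper's share is about 8% in Fig. 1e, read by eye, and the value here is 4.16%, with 4.38% and 2.38% under the same alternatives, which differ too. The values here rest on the 884 genes in hand from the paper's tables, and the paper's on genes with a peak.

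The paper states that libraries were downsampled to 9 M reads. The reads behind the deposited RPKM are 26.5 M for H3K9ac, 43.3 M for H3K27ac, 55.6 M for H3K4me3, 69.2 M for H3K9me3 and 71.6 M for input in infected mosquitoes and 18.1 M for H3K27ac in control mosquitoes. No alternative set before the data were examined applies to these totals.

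Of the regions that differ in H3K27ac in Table S4, the paper gives 61.7% as higher in infected mosquitoes, and of the genes past 1.5-fold in H3K27ac here 8.33% were higher. The paper counts local regions by a test of sliding windows and the values here count whole genes by size, without a test. Among the alternatives set before the data were examined, ratios centred on the median gene gave 54.5% and quantile normalization gave 48.2%. Both remove the shift between conditions, so a nearly even split is largely set by construction. They therefore cannot show whether the values match the paper's. The share differs from the paper's with a pseudocount of 1 (4.44%) and without division by input or with the mean of both inputs (20.3%). It differs too without a filter (16.0%) and with an input RPKM of at least 2 (6.26%).

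The paper shows AGAP009887 in Fig. 3c as higher in H3K9ac in infected mosquitoes. The ratio over the whole gene region here was −0.27 ± 0.45, and 0.47 without division by input, an alternative set before the data were examined. The paper's text states that only for H3K9me3 did the ratio have the same direction, above or below 1, in infected and control values respectively. Here the median H3K9me3 ratio was −0.30 in the former and 0.07 in the latter genes, opposite in sign to mRNA in both, and 0.17 and 0.15 without division by input.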

Other observations

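The list of detoxification enzymes (12 genes) had median ratios below 0 in H3K27ac and H3K9me3. In infected mosquitoes 3 of the 12 genes were more than 1.5-fold lower in H3K27ac and 2 in H3K9me3. Of the latter, GSTD6 (−0.64 ± 1.03) lay within its counting interval. The other was COQ4_ANOGA (−0.61 ± 0.45), whose domain is that of a coenzyme Q biosynthesis protein and not of a detoxification enzyme. Their median log2 ratio was −0.39 in H3K27ac, against −0.21 over all genes, and turned to 0.08 without division by input and 0.07 with quantile normalization. It was −0.34 in H3K9me3, and turned to 0.19 without division by input, close to the median of all genes under that alternative. The medians were −0.10 in H3K9ac, or 0.32 without division by input, and 0.06 in H3K4me3. The glutathione S-transferase genes GSTD6 (−0.75 ± 0.37, and 0.07 without division by input) and GSTD3 (−0.63 ± 0.43, and 0.09 without it) were the lowest in H3K27ac, and GSTZ1 had ratios of 0.20 ± 0.16 in H3K4me3 and 0.22 ± 0.15 in H3K9me3, or 0.44 and 0.46 without division by input. Trypsin-like and other digestive proteases (30 genes, 14 of them CLIP-domain proteases) had medians of −0.08 in H3K9ac, −0.14 in H3K27ac (0.00 with quantile normalization), −0.01 in H3K4me3 and 0.03 in H3K9me3. Of them 3 were lower in H3K27ac, 4 lower in H3K9me3 and 1 higher in H3K9ac. AGAP001198 was the lowest in H3K27ac (−1.08 ± 0.39, and −0.30 without division by input), and AGAP002432 the highest in H3K9ac (0.74 ± 0.59, and 0.43 without it).

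Homeobox factors, cuticular proteins and peritrophic proteins had median H3K9me3 ratios above that of all genes, 0.03. Without division by input the median of all genes was 0.17, which homeobox factors did not exceed, and cuticular proteins lay below it. No member of these lists was more than 1.5-fold higher in H3K9me3. The only member past that size was lower, the homeobox gene AGAP001761 (−0.74 ± 0.38, and −0.04 without division by input). Homeobox and related factors (26 genes) had a median H3K9me3 ratio of 0.22, with 0.17 without division by input and 0.09 with quantile normalization, and medians of 0.00 in H3K9ac, 0.05 in H3K27ac and −0.03 in H3K4me3. Cuticular proteins (7 genes) had medians of 0.32 in H3K9me3, with 0.15 without division by input and 0.17 with quantile normalization, −0.03 in H3K9ac, −0.16 in H3K27ac and −0.11 in H3K4me3. Peritrophic and chitin-binding proteins (7 genes), which include gut proteins, had medians of 0.26 in H3K9me3, with 0.33 and 0.16 under the same alternatives, −0.05 in H3K9ac, −0.20 in H3K27ac and 0.04 in H3K4me3. Sarcomere and actin-binding proteins (5 genes) had medians of 0.00 in H3K9ac, −0.32 in H3K27ac (0.05 with quantile normalization), 0.05 in H3K4me3 and −0.10 in H3K9me3, which turned to 0.33 without division by input and 0.01 with quantile normalization. No direction was tested, since each rests on a single library per condition, and members come from tables chosen on these libraries.

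AGAP028359, a mitochondrial gene, had 234 H3K9ac reads in infected and 0 in control mosquitoes. AGAP003101 (2R) had 118 and AGAP005827 (2L) had 69 H3K9me3 reads in infected and 0 in control mosquitoes, where the infected library holds 7.66 times the reads. The 183 genes on unplaced sequence had a median H3K9ac ratio of 0.14, against −0.05 over all genes. Without division by input it was 0.10, below the 0.16 of all genes.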
